# Molecular and long-term behavioral consequences of neonatal opioid exposure and withdrawal in mice

**DOI:** 10.3389/fnbeh.2023.1202099

**Published:** 2023-06-21

**Authors:** Amelia D. Dunn, Shivon A. Robinson, Chiso Nwokafor, Molly Estill, Julia Ferrante, Li Shen, Crystal O. Lemchi, Jordi Creus-Muncunill, Angie Ramirez, Juliet Mengaziol, Julia K. Brynildsen, Mark Leggas, Jamie Horn, Michelle E. Ehrlich, Julie A. Blendy

**Keywords:** opioid, neonatal, withdrawal, brain transcriptome, mouse, behavior

## Abstract

**Introduction:**

Infants exposed to opioids *in utero* are at high risk of exhibiting Neonatal Opioid Withdrawal Syndrome (NOWS), a combination of somatic withdrawal symptoms including high pitched crying, sleeplessness, irritability, gastrointestinal distress, and in the worst cases, seizures. The heterogeneity of *in utero* opioid exposure, particularly exposure to polypharmacy, makes it difficult to investigate the underlying molecular mechanisms that could inform early diagnosis and treatment of NOWS, and challenging to investigate consequences later in life.

**Methods:**

To address these issues, we developed a mouse model of NOWS that includes gestational and post-natal morphine exposure that encompasses the developmental equivalent of all three human trimesters and assessed both behavior and transcriptome alterations.

**Results:**

Opioid exposure throughout all three human equivalent trimesters delayed developmental milestones and produced acute withdrawal phenotypes in mice reminiscent of those observed in infants. We also uncovered different patterns of gene expression depending on the duration and timing of opioid exposure (3-trimesters, *in utero* only, or the last trimester equivalent only). Opioid exposure and subsequent withdrawal affected social behavior and sleep in adulthood in a sex-dependent manner but did not affect adult behaviors related to anxiety, depression, or opioid response.

**Discussion:**

Despite marked withdrawal and delays in development, long-term deficits in behaviors typically associated with substance use disorders were modest. Remarkably, transcriptomic analysis revealed an enrichment for genes with altered expression in published datasets for Autism Spectrum Disorders, which correlate well with the deficits in social affiliation seen in our model. The number of differentially expressed genes between the NOWS and saline groups varied markedly based on exposure protocol and sex, but common pathways included synapse development, the GABAergic and myelin systems, and mitochondrial function.

## Introduction

Opioid use has increased dramatically among all demographics in the US over the past few decades, including in pregnant people. A recent study found that opioid use disorder (OUD) during pregnancy has increased in every state from 2010 to 2017, with levels as high as 40 per 1,000 deliveries in several states (Hirai et al., 2021). Infants exposed to opioids prenatally can develop neonatal abstinence syndrome, now referred to as neonatal opioid withdrawal syndrome (NOWS) after birth. NOWS is a combination of physical withdrawal symptoms including high pitched crying, sleeplessness, irritability, gastrointestinal distress, and in the worst cases, seizures (Logan et al., 2013). NOWS cases almost doubled from 0.4% to 0.73% of birth hospitalizations nationwide from 2010 to 2017 (Hirai et al., 2021). With the increasing incidence of prenatal opioid exposure and NOWS, it is critical to investigate associated molecular underpinnings which may contribute to withdrawal and/or any neurological or behavioral consequences that may persist into adulthood.

Long-term follow-up of infants exposed to opioids *in utero* is difficult because of limited time in treatment and frequent adverse psychosocial experiences later in life. Some clinical studies report that prenatally opioid-exposed children have increased behavioral problems and cognitive impairments compared to those without prenatal exposure (Wilson et al., 1979; Konijnenberg and Melinder, 2015; Nygaard et al., 2016; Benninger et al., 2023). However, clinical studies are unable to clearly dissociate the influence of maternal polypharmacy, parental rearing, or the household environment from direct effects of *in utero* drug exposure (Conradt et al., 2019). For these reasons, animal models are critical tools for investigating the immediate and long-term consequences of opioid exposure and withdrawal. Preclinical rodent models have been developed to study the consequences of *in utero* opioid exposure and, similar to human studies, the results are varied. Prenatal morphine exposure has been shown to impair neuronal development (Ricalde and Hammer, 1990; Mei et al., 2009); as have opioids such as buprenorphine (Wu et al., 2014) and methadone, which also delayed key developmental milestones and induced hyperactivity in young mice (Grecco et al., 2021). Changes in opioid reward behavior in adulthood modeled by either intravenous self-administration (Glick et al., 1977; Ramsey et al., 1993; Riley and Vathy, 2006) or conditioned-place preference (Gagin et al., 1996, 1997) as well as learning and memory impairments (Lin et al., 2009; Davis et al., 2010; Tan et al., 2015) including sex-dependent executive function deficits (Smith et al., 2022) have also been documented following neonatal opioid exposure.

Reasons for divergent outcomes of these preclinical models in both mice and rats likely include variation in the type of opioid employed, the route of administration as well as the duration of opioid exposure which can encompass a portion of gestation (Castellano and Ammassari-Teule, 1984; Gagin et al., 1997; Slamberova et al., 2001; Riley and Vathy, 2006; Tan et al., 2015), all of gestation (Niesink et al., 1999; Bhat et al., 2006; Buisman-Pijlman et al., 2009; Wu et al., 2009), gestation plus a variable postnatal period (Grecco et al., 2021; Smith et al., 2022), or post-natal (PND) treatment only (Cuomo et al., 1988; Barr and Wang, 1992; Boasen et al., 2009; Robinson et al., 2020; Borrelli et al., 2021). Importantly, the central nervous system of a newborn rodent is developmentally analogous to a 24-week (2*^nd^* trimester) human fetus, while the first two post-natal weeks in rodents are analogous to the 3*^rd^* trimester in humans (Dobbing and Sands, 1979; Barr et al., 2011; Semple et al., 2013). In humans, synaptic proliferation begins during the second trimester (Huttenlocher, 1979; Herschkowitz et al., 1999), whereas the critical period of synaptogenesis occurs during the first 3 post-natal weeks in rodents (Semple et al., 2013). Thus, opioid exposure during mouse gestation alone or postnatal alone does not model the full developmental insult experienced by a human fetus exposed to opioids during the entire time *in utero*. Therefore, to determine the impact of opioid exposure throughout the human equivalent of pregnancy, we employed a “3-trimester” equivalent exposure model that delivers consistent doses of opioids to pups throughout development. We found that the combination of gestational and postnatal opioid exposure leads to developmental delays and robust, spontaneous opioid withdrawal after cessation of opioid exposure, recapitulating key features of human NOWS. To better understand the impact of different exposure durations and how these may influence behavior phenotypes, we generated transcriptome signatures from forebrains of males and females. Because changes in gene expression may not persist throughout all three trimesters, we captured differentially expressed genes (DEGs) following *in utero*, third trimester only or all 3-trimester drug exposure. We rationalized that gene expression changes restricted to any of these three periods could impact brain circuitry and thereby developmental delays, withdrawal, and long-term behavior. Overall, the results from these datasets were surprising, as significantly more DEGS were found following *in utero* only exposure, compared to other exposure windows. In addition, with the exception of sex-specific changes in social behavior and sleep behavior in adulthood, we found no deficits in reward or affective behaviors.

## Materials and methods

### Animals

Male and female C57Bl/6NTac mice (referred to as B6 throughout; Taconic, Hudson, New York) were bred at the University of Pennsylvania. Upon weaning, mice were group-housed (3–5/cage) with *ad libitum* access to food and water under a 12-h light/dark cycle (lights on at 0700). All procedures were approved by the University of Pennsylvania Animal Care and Use Committee and were in compliance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals.

### Drugs

Morphine sulfate and remifentanil were obtained from NIDA Drug Supply (Research Triangle Park, NC) and dissolved in 0.9% saline.

### Three trimester morphine exposure paradigm

Osmotic minipumps (model 1004; Alzet, Cupertino CA) providing either 10 mg/kg/day morphine or saline were implanted subcutaneously in 8–13-week-old female mice which were then allowed to recover for 3 days. Implanted females were co-housed with drug naïve B6 male counterparts for 2 weeks for mating. Cages were examined for pups 3x daily. Litters from implanted females were transferred to a surrogate dam within 4–8 h after birth (mice typically give birth between 1:00 am and 4:00 am and first checks were at 8:00 am). Surrogate dams were actively nurturing naïve pups of the same age (+2–4 days). Drug or saline-exposed pups were co-housed with 2 naïve pups for 8–16 h to facilitate surrogate nurturing, after which naïve pups were removed from cage. Third trimester equivalent exposure began on the evening of postnatal day 1 (PND1) and continued until the morning of PND14. Morphine was delivered at a dose of 10 mg/kg in a volume of 10 mL/kg and administered subcutaneously twice daily at 9:00 AM and 5:00 PM. The last injection of morphine was given on the morning of PND14. Developmental milestones were always measured just prior to the 5:00 PM injection. Controls received saline in an equal injection volume. The treatment of the dam determined the pup injection treatment (morphine or saline) during PND 1–14. Four different cohorts of pregnant dams were used to generate the data for this study. Cohort size, and developmental milestones and withdrawal statistics for each cohort are shown in Supplementary Figure 1. From PND 1–21, pup weight was examined daily and developmental milestones including eye opening, surface righting, forelimb grasping, and extinguishing pivoting behavior were assessed as described by Robinson et al. (2020).

### Morphine measurements

After collection, brains were frozen in isopentane and stored at −80 degrees. Morphine levels were quantitated in fetal and pup mouse brain by LC-MSMS detection of the m/z 286.15 to m/z 165.03, which refers to morphine molecular ion to fragment ion transition, in reconstituted protein precipitation extracts from calibrator, quality control and experimental sample 1:1 brain:PBS homogenates. Briefly, excised brain tissue was homogenized and mixed with 0.4x volume equivalent (eq.) of aqueous ISTD solution (714 ng/mL morphine-D3 deuterated standard; Cerilliant Corp., Round Rock, Tx). Protein was precipitated with 14x volume eq. of 50:50 methanol:acetonitrile containing 0.1% formic acid. Samples were prepared for LC-MSMS analysis *via* centrifuge, vacuum drying, and 1x volume eq. reconstitution in water. LC-MSMS analysis was conducted on a Sciex Triple Quad™ 7,500 equipped with a Sciex ExionLC™ AD liquid chromatography system and controlled using Sciex OS software (Ver.2.0). Seven microliters of reconstituted extract were injected onto an Inertsil^®^ ODS-3 (3 × 100 mm; 4 μ) analytical column. The column was maintained at 40°C and was eluted with a gradient of 5% methanol in water containing 0.1% formic acid (Mobile Phase-A) and methanol containing 0.1% formic acid (Mobile Phase-B) at a flow of 0.2 mL/min. The gradient progressed from 0 to 15% MP-B over 2 min then increased to 35% MP-B over 0.5 min. MP-B was maintained at 35% for 3.5 min before being decreased to 0% over 0.5 min. The column was equilibrated at 0% MP-B for 7 min, resulting in a 13.5 min total run time. The eluent was volatilized within an OptiFlow^®^ Pro ion source (fixed position electrode at 2,200 V, temperature 400°C, N2 heater gas at 50 psi, nebulization N2 gas at 30 psi and N2 curtain gas at 40 psi) prior to MRM monitoring for molecular to fragment ion transitions of morphine (m/z 286.2à165.0; EP = 11/CE = 55/CXP = 24; Avg. Rt = 4.29 min). Calibration curves were generated within the OS software by 1/x^2 weighted, linear regression of nominal analyte to ISTD concentration ratios to their respective analyte/ISTD area ratios (y = 0.00127x + 2.89e-4, R2 = 0.998). Morphine concentration data was analyzed with GraphPad Prism 9 (GraphPad Software) and is displayed as mean. Morphine concentration data was analyzed by one-way ANOVA with *post hoc* testing conducted using Bonferroni’s multiple-comparisons correction (Table 1).

**TABLE 1:** Brain morphine measurements.

Collection date	Morphine conc. (ng/g tissue)
ED10 (*n* = 3)	60.77 ± 6.24
ED16 (*n* = 6)	37.19 ± 6.71
ED20 (*n* = 11)	37.32 ± 6.10
PND1 (*n* = 3)	37.67 ± 13.90
PND6 (*n* = 1)	46.35 ± 0.00
Control (*n* = 3)	*Below limit of quantitation*

### Withdrawal behaviors

Ultrasonic vocalizations, somatic withdrawal, and hot plate latency measurements were taken at 8, 24, and 48 h post the final injection of saline or morphine, with different pups being tested at each timepoint. Individual pups were separated from the dam and littermates and placed in a petri dish with fresh bedding. Ultrasonic vocalizations were recorded for 5 min as described in Robinson et al. (2020). DeepSqueak software was used to perform spectrographic analysis of USVs (Coffey et al., 2019). A novel detection network was made using USVs from a previous cohort of over 50 pups, based on the DeepSqueak Mouse Call Network, to detect USVs from each recording. This network did not detect call type. Next, the pup was transferred to a clean 300 ml glass beaker in a different room. Pup activity was filmed for 10 min and later scored for total numbers of wall-climbs (forepaws moving back and forth against wall of beaker) and jumps (all four paws of the ground). The frequency of each behavior was summed to create the withdrawal score. Finally, nociceptive sensitivity was measured on a 55°C hot plate. Latency to show any of the following behaviors within 30 s was measured: licking hind paws, wall climbing, sudden shaking of hind paws, and jumps. The first behavior observed was considered the latency score. Data shown in Figure 1 are from several different timepoints to determine the optimal time to evaluate withdrawal behaviors. Based on this timecourse, all subsequent withdrawal data (Supplementary Figure 1) are from 24 h after the last morphine injection.

**FIGURE 1:**
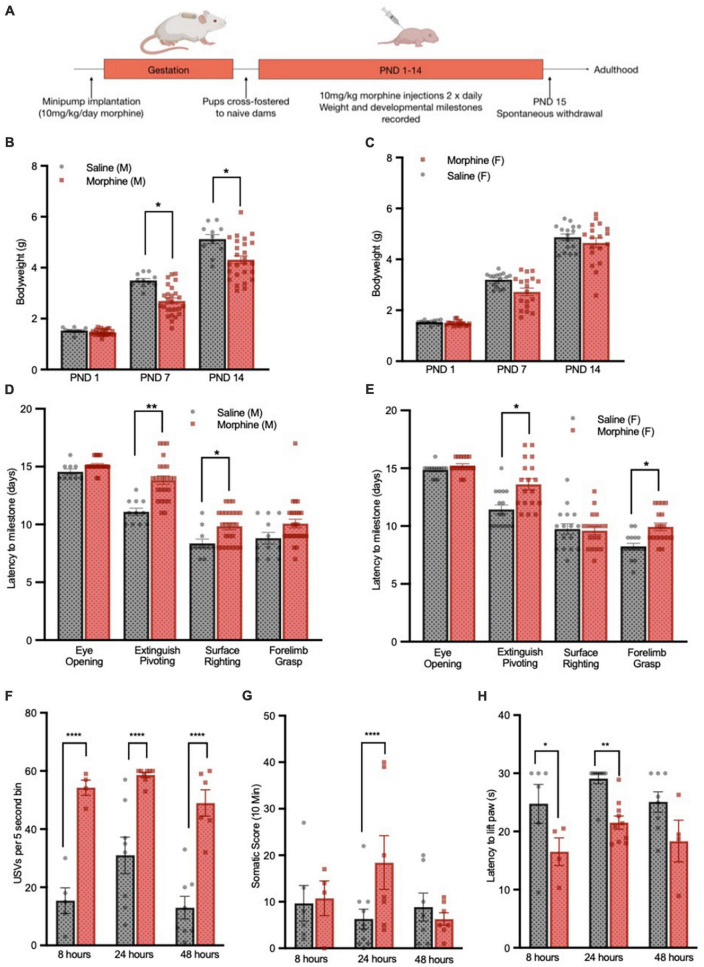
3-Trimester NOWS model recapitulates delayed development and weight gain deficits. **(A)** Schematic of 3-trimester NOWS model. Weights of male **(B)** and female **(C)** pups through the first 14 days of life. For male mice, there was a modest main effect of NOWS treatment [F(1,9.8) = 4.5, *p* < 0.1], and a significant time x treatment interaction [F(2,70) = 9.7, *p* < 0.001]. *Post hoc* testing revealed a significant difference between saline and NOWS groups at PND 7 [χ2(1,N = 37) = 8.24, *p* < 0.05] and PND 14 [χ2(1,N = 37) = 8.03, *p* < 0.05]. For females, there was no main effect of NOWS treatment, but there was a significant time x treatment interaction [F(2,86.4) = 3.3, *p* < 0.05]. Time to reach developmental milestones for male **(D)** and female **(E)** pups during the first 2 weeks of life. For male mice, there was a significant effect of NOWS treatment on the time to extinguish pivoting behavior [F(1,9.6) = 13.8, *p* < 0.01] and time to surface righting [F(1,11.5) = 4.9, *p* < 0.05]. For female mice, there was a significant effect of NOWS treatment on the time to extinguish pivoting behavior [F(1,8.9) = 7.1, *p* < 0.05] and time to forelimb grasping [F(1,6.5) = 10.8, *p* < 0.05]. **(F)** USV emission, measured by the number of 5 s bins containing a USV during the 5-min test period. There was a significant NOWS treatment x time interaction [χ2(2,N = 39) = 32.08, *p* < 0.001]. *Post hoc* testing revealed a significant difference between saline and NOWS groups at 8 h [χ2(1,N = 9) = 47.23, *p* < 0.0001], 24 h [χ2(1,N = 16) = 19.27, *p* < 0.0001] and 48 h [χ2(1,N = 14) = 60.27, *p* < 0.0001]. **(G)**Total score of somatic signs of withdrawal during 10-min test period. There was a significant NOWS treatment x time interaction [χ2(2,N = 40) = 52.10, *p* < 0.001]. *Post hoc* testing revealed a significant difference between saline and NOWS groups at 24 h [χ2(1,N = 16) = 18.87, *p* < 0.0001]. *p < 0.05, **p < 0.01, ****p < 0.0001. All data was generated from 7 total litters (3 saline, 4 NOWS). **(H)** Latency to lift hind paw or jump on a 55*^o^*C hotplate assay, at select timepoints after last injection. There was a main effect of NOWS treatment [F(2,35) = 18.0, *p* < 0.001]. *Post hoc* testing revealed a significant difference between saline and NOWS groups at 8 h [χ2(1,N = 10) = 11.32, *p* < 0.01] and 24 h [χ2(1,N = 19) = 6.14, *p* < 0.05].

### Adult behaviors

For all adult behaviors, mice were group housed (*N* = 3–5 per cage) and were tested between 12 and 25 weeks of age. Mice were acclimated to testing rooms for at least 30 min prior to the test for all assays except self-administration. For self-administration studies, mice were housed in the same room as Med Associate operant chambers immediately following surgery. Cohort 2 was used for EPM, TST and Learned Helplessness and tested in that order with 2 days between each test. Cohort 3 was split, with half the mice used for CPP and the other half used for self-administration.

#### Elevated plus maze (EPM)

The “ + “ shaped maze has two oppositely positioned closed arms, two oppositely positioned open arms, and a center area and stands 60.0 cm above the floor. Mice were placed facing the closed arm quadrant and allowed unlimited exploration of all 4 quadrants for 5 min under dim lighting (50 lux). Latency to emerge from the closed arm, the amount of time spent in the open arms, and transitions between arms were quantified by a trained blinded observer.

#### Tail suspension test–(TST)

Mice were suspended by their tails with tape and elevated 16 cm above a tabletop (1–2 cm of tail remaining outside of the tape), for 6 min. Individual mice were separated by vertical black plexiglass dividers. The test was video recorded and scored by a trained blinded observer for time spent immobile.

#### Learned helplessness

Mice were trained for 30 min in a single closed chamber (Med Associates, St. Albens, VT, USA) with inescapable foot-shocks of 0.3 mA intensity with random inter-shock intervals. The subsequent day, mice were tested in the same apparatus with an open door between the two chambers. Mice were delivered 25 shock trials during the test, and the time to escape the foot-shock was measured.

#### Conditioned place preference

Mice were tested as previously described (Walters et al., 2005). Briefly, conditioning was performed using an unbiased, counterbalanced design. Animals that spent more than 700 s in either side of the apparatus during the pretest were excluded from the remainder of the study. On conditioning days, mice were injected with morphine (20 mg/kg; morphine sulfate, NIDA Drug Supply, Research Triangle Park, NC) or saline and immediately confined to one side of the apparatus. Preference was then measured 1 day after the last conditioning session. Pretest and Test sessions were 15 min in duration, and conditioning sessions were 30 min in duration. To assess locomotor activity, beam breaks were recorded using MED Associates software during each 30-min saline and morphine conditioning session. Activity counts were summed within each conditioning session and compared across sessions for each animal.

#### Self-administration

Mice underwent jugular catheterization surgery and were allowed to recover for 5 days. Patency was then confirmed *via* a ketamine infusion. Mice were trained in operant chambers (Med Associates, St. Albens, VT, USA) to intravenously self-administer remifentanil (0.1 mg/kg/infusion) through paired cues (tone and light) to active and inactive nose pokes. Following completion of training criteria (at least 50 infusions during a 12-h session and at least 10 infusions in consecutive 2-h training sessions), mice proceeded to a fixed-ratio (FR) 1 schedule of reinforcement for 6 days, then FR2 for 4 days followed by a progressive ratio schedule of reinforcement [m = (5*EXP(x*0.2)]-5, where m is the next FR requirement and x is the injection number to be earned).

#### 3-chamber social affiliation

Mice were acclimated for 10 min to an empty 3-chamber apparatus. Gonadectomized A/J stimulus mice (age-and sex-matched to experimental mice) were placed under a plastic cylinder with holes (social cylinder) and a novel object (purple plastic paper weight) was placed under an identical plastic cylinder (non-social cylinder). The side-placement of social and non-social cylinders were randomized and balanced across test groups. EthoVision XT16 tracking software (RRID:SCR_000441, Noldus, Netherlands) was used to measure time spent interacting with the social and non-social cylinders, where time interacting is defined as the mouse being within 1 cm of the cylinder.

#### Sleep

Mice were removed from their home cage and singly housed in clean cages resembling the home cage (26 × 20 × 14 cm) in a new room at the beginning of the light cycle (between 9 and 10 am). The Continuous Open Mouse Phenotyping of Activity and Sleep Status (COMPASS) system uses passive infrared sensors which are attached to the cage top to monitor and document activity continuously *via* an open-source electronics platform which records active movement by receiving inputs from multiple sensors (Arduino). Activity is collected and the software generates a score from 0 to 100 based on 10 ms recordings for a bin every 10 s, denoting the percent of time mice were moving in that 10 s bin. Extended inactivity (0 score) greater than 40 s correlates with sleep measured by electroencephalography with a Pearson coefficient of greater than 0.95 (Brown et al., 2016). We used a custom program in Python to convert 40 s of inactivity into sleep and to identify bouts of sleep that lasted longer than 40 s. Data analysis began at the first dark cycle with at least 8 h of acclimation time as described in Brown et al. (2016).

### RNA sequencing

Brains were dissected from PND 1 pups 6 h after discovery. Brains were dissected from post-natal exposure only (PND 14) or 3-trimester exposure (3-tri) 6 h after the last morphine or saline injection. This time point was selected to equate morphine levels among all groups at time of death. Total RNA was extracted from the right brain hemisphere using the miRNeasy mini kit (Qiagen, Netherlands) and RNA integrity assessed in an Agilent Tapestation 4200 using the RNA ScreenTape (Agilent, Wilmington, DE). All samples had RIN values > 8. mRNA libraries were generated using the NEBNext Ultra™ II RNA Library Prep Kit for Illumina (New England BioLabs, Ipswitch, MA). The number of animals per group was similar (*N* = 5–7 animals), and the quality controls, library construction and sequence parameters were also identical across all groups.

Libraries were sequenced on a NovaSeq 6000 at a depth of 30 million total reads/sample using paired-end sequencing of 150 base pairs (PE150), to a depth of 30 million total reads/sample. Reads were processed using the NGS-Data-Charmer pipeline.^1^ In brief, the pipeline removed adaptors and low-quality bases from the reads using Trim Galore.^2^ Reads were then mapped to the mouse reference genome (Mus Musculus, GRCm38/mm10) using HISAT2 (version 2.2.1), and duplicated fragments were removed using Picard MarkDuplicates.^3^ Read counts for the GENCODE gene annotation (version M25) (Frankish et al., 2023) were generated using featureCounts (v2.0.1).

Differential expression analysis between two conditions (e.g., Morphine and Saline) was performed in R (version 4.1.1) with DESeq2 (v1.32.0) package. In brief, DESeq2 provides statistical platform for determining differential gene expression using a model based on the negative binomial distribution. Genes were assigned as differentially expressed if the (adjusted) (nominal) *p*-value < 0.05. Gene ontology (GO) analyses were performed *via* ClusterProfiler (v3.8.1). The Canonical Pathways and Upstream regulators were generated through the use of Ingenuity Pathway Analysis (IPA; QIAGEN Inc.^4^). Enrichment for Autism Spectrum Disorder (ASD) gene sets was assessed using Fisher’s exact tests, and *P*-values were adjusted using the Benjamini-Hochberg method.

### Real-time qPCR

For gene expression, snap-frozen samples were homogenized in QIAzol Lysis Reagent (Qiagen). Total RNA was extracted from one brain hemisphere with TriZol reagent (Invitrogen) and purified with the miRNeasy mini kit according to the manufacturer’s instructions (Qiagen), nano drop purity was A260/280 = 1.8–2.2 and A260/230 ≥ 1.8. 1000 ng of each RNA were reverse-transcribed using the High Capacity RNA-to-cDNA Kit (Applied Biosystems, Foster City, CA, USA). Real-time qPCR was performed in a Step-One Plus system (Applied Biosystems) using TaqMan assays following manufacturer protocol. The following Taqman probes were used in this study: GAPDH (Mm99999915_g1), Gad2 (Mm00484623_m1), Mag (Mm00487538_m1), Myrf (Mm01194959_m1). The individual value for each gene, performed in duplicate, was normalized to GAPDH levels. Relative quantification was performed using the ΔΔCt method (Livak and Schmittgen, 2001) and was expressed as fold change relative to control by calculating 2-ΔΔCt.

### Statistics

Behavioral data were analyzed using mixed effects models. Non-normal count data (EPM entries into open arms and failures to escape in the learned helplessness paradigm) were analyzed using generalized linear mixed effects models with a Poisson probability distribution and a log link. All other data were analyzed using linear mixed effects models. Models for developmental milestones, time in open arms of the EPM, time immobile in the TST, PR breakpoint, and nest shredding included fixed effects of drug treatment (morphine or saline). Models for body weight, withdrawal behaviors, learned helplessness, CPP, IVSA over trials, activity during morphine conditioning sessions, social affiliation, and sleep data included fixed effects of treatment and timepoint (day, hour, trial, or session) and their interaction. All models included litter as a random effect and repeated measures designs also included subject as a random effect. Mixed effects modeling was performed within R (R Core Team, 2021) using package “lme4” (Bates et al., 2015), *p* values were obtained using “afex” (Singmann et al., 2021) and “lmerTest” (Haubo, 2021), and *post hoc* tests were performed using package “phia” (De Rosario-Martinez, 2015) with the Holm-Bonferroni correction for multiple comparisons. A *p* < 0.05 was considered statistically significant. Psuedo-R^2^ values were calculated from the mixed effects models (Nakagawa and Schielzeth, 2013). Effect sizes are reported as the marginal R^2^m value, which takes into account the model fixed effects only.

## Results

### Brain morphine levels

A separate cohort of mice was used to quantify morphine concentrations in pups throughout gestation and in the early post-natal period. Mice underwent the 3-trimester exposure paradigm as described in Section “Materials and methods” and pup brain tissue was collected at the following timepoints: embryonic day (ED) 10, ED16, ED20, post-natal day (PND) 1, and PND6. For all embryonic timepoints, pups and brain tissue were collected *via* cesarean section at 9 AM of that day. For ED10 6 embryos were collected, and two brains pooled to produce a total of 3 samples for analysis. For ED16, 12 embryos were collected from two dams and 2 brains were pooled to produce a total of 6 samples. By ED 20, brains were collected from 3 dams and were of sufficient weight to use as individual samples. For post-natal timepoints, brains were collected across two different litters, 6 h after their final morphine injection. Control brains were collected from PND14 mice who did not have any morphine exposure. No significant differences were found between experimental groups, and all experimental groups had significantly higher morphine concentrations compared to controls (*p* < 0.05). The higher morphine levels observed in ED10 may reflect a decreasing amount of morphine being delivered as the dam gains weight over pregnancy.

### “3-trimester” opioid exposure leads to developmental delays and a robust opioid withdrawal response

Following 3-trimester opioid or saline exposure, (Figure 1A), male but not female morphine-treated pups had significantly lower body weights (Figures 1B, C) which persisted through PND 21 but normalized once mice reached adulthood at 12 weeks (data not shown). In subsequent cohorts both sexes showed significant weight loss (Supplementary Figure 1). Additionally, morphine-treated pups of both sexes took longer to reach several developmental milestones, including surface righting, grasping a rod with forelimbs, and extinguishing of pivoting behavior (Figures 1D, E).

After the last morphine injection on the morning of PND14, there were no sex differences in withdrawal behaviors (data not shown), and therefore mixed-sex groups were used to assess signs of spontaneous withdrawal at 8 h, 24 h, and 48 h. Morphine-treated mice had increased ultrasonic vocalizations (USVs) when separated from the litter, beginning at 8 h after the last injection (Figure 1F), but the full withdrawal syndrome did not emerge until 24 h after the last injection. Morphine-treated mice showed increased somatic signs of withdrawal (Figure 1G) and increased thermal sensitivity, measured by decreased latency to remove a paw or jump in a hotplate assay (Figure 1H). As all withdrawal signs were significantly different at the 24 h time point, subsequent cohorts of mice used for adult behavior studies were tested for withdrawal at this time and showed similar developmental delays and withdrawal behavior (Supplementary Figure 1; characteristics of all cohorts used in this study).

The robust withdrawal behavior seen after opioid exposure in our paradigm mimics key features of human neonatal opioid withdrawal syndrome (NOWS). For behavioral studies, mice who were exposed to 3-trimesters of morphine and experienced subsequent withdrawal will be referred to as “NOWS mice,” and their saline-exposed counterparts as “saline mice.” For transcriptome studies, mice treated only *in utero* will be described as “PND1” and those treated only post-natally from PND 1–14 as “PND14” and mice treated for all 3-trimseters but not assayed for withdrawal behaviors as “3-Tri.”

### Comparison of transcriptomes across all exposure windows

To examine forebrain transcriptomic changes that might elucidate mechanisms of withdrawal, delayed development, and any long-term behavior changes, we generated transcriptomic signatures following our “3-trimester” exposure model (3-Tri). In addition, we also examined transcriptomes from animals that received opioids only during the gestational period (PND1) or only during the last trimester from PND 1–14 (PND 14). 

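Transcriptomes came from the right brain hemisphere of single mouse pups exposed to morphine, an opioid agonist, or to saline. For PND1, dams carried an osmotic minipump giving morphine at 10 mg/kg/day or saline, and pups were dissected on postnatal day 1, 6 h after they were found. For PND14, pups were injected with 10 mg/kg morphine or with saline 2 times a day and were dissected on postnatal day 14, 6 h after the last injection, while the submitters' design text gives day 15 for this window. The 3-Tri pups received both exposures and were dissected on day 14. PND1 held 4 female and 6 male morphine libraries and 7 saline libraries of each sex, and each sex and drug group of PND14 and of 3-Tri held 6, 72 libraries in all. The paper gives 5 to 7 animals per group. The authors trimmed the 150 bp paired-end reads, aligned them with HISAT2 to the mouse genome mm10, removed duplicate reads and counted the rest per gene with featureCounts, so these steps are already in the deposited counts of 55401 genes. The total count per PND1 library was 20788270 to 22745042 (median 22688165) for female morphine, 21264796 to 27333125 (median 23487051) for female saline, 21128229 to 22923686 (median 22020302) for male morphine and 20742862 to 27004623 (median 22726037) for male saline. For PND14 it was 4407544 to 17687531 (median 14343088.5) for female morphine, 8174598 to 20369501 (median 15794549) for female saline, 8223937 to 21404819 (median 16191124.5) for male morphine and 11224832 to 16379468 (median 14641616) for male saline. For 3-Tri it was 12506879 to 19938980 (median 15458677.5) for female morphine, 10923548 to 17582839 (median 16709521) for female saline, 14991325 to 19930206 (median 17461211) for male morphine and 3113919 to 19289734 (median 16323378) for male saline. The paper states 30 M total reads per sample, and the values here use the totals of reads counted to genes. The mean counts in the authors' deposited tables matched those of all 24 PND1 libraries for 28637 of 28638 genes, within 1e-06 on the log2 scale. For PND14 they matched only without female morphine replicate 4, which had 4407544 counts (25679 of 25679 genes), and for 3-Tri only without male saline replicate 1, which had 3113919 counts (26009 of 26009 genes). The paper gives no reason for leaving these libraries out, and values for PND14 and 3-Tri are given first over the authors' 23 libraries and then over all 24. From the counts, the 4 groups of each window were fitted together with edgeR's quasi-likelihood test after TMM normalization, on genes that passed its default filter on low counts, with Benjamini-Hochberg adjustment over those genes. Litters are not given in the sources used here, so each p-value measures the spread between these pups, some of which may share a dam.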

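*Xist*, the RNA of the inactive X chromosome, and *Ddx3y*, a gene of the Y chromosome, were read in each library beside the label of its sex. All 24 PND14 libraries carried the genes of their labelled sex. At PND1, 4 of 24 libraries went against the label, with the other sex's genes above 25% of that sex's level. Male morphine replicate 5 had 370 CPM of *Xist* and 0.0437 CPM of *Ddx3y*, male saline replicate 10 had 426 and 1.35 CPM, and female saline replicate 5 had 9.97 and 48.9 CPM. Female morphine replicate 4 carried both, at 96.4 CPM of *Xist* and 48.9 CPM of *Ddx3y*, and 5 further PND1 libraries held over 1% of the other sex's level. In 3-Tri, 12 of 24 libraries went against the label: male morphine replicates 2, 3, 4 and 9, female morphine replicates 5, 10, 11 and 12, male saline replicates 2 and 9, and female saline replicates 11 and 12. By label, *Xist* of female minus male libraries in 3-Tri was -0.88 with morphine and 0.86 with saline on the log2 scale, and in the authors' deposited tables these log2FC were 11.31 and 11.25. The log2FC of morphine against saline in those tables and the same values computed by label with DESeq2 had a Pearson r across genes of 1.00 in both sexes of PND14, 0.93 in males and 0.82 in females of PND1, and 0.24 in males and 0.38 in females of 3-Tri, and genes are not independent replicates. No library was moved to another group, and the groups of PND1 and 3-Tri are called by their labels. In 3-Tri, 4 of 6 morphine and 2 of 6 saline libraries of each labelled sex went against the label. Fits without them keep few libraries, and sex genes cannot check the drug of those kept. Counts of 0 by label in 3-Tri do not show that morphine had no effect, and its sex differences rest on these labels.

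**Figure D1:**
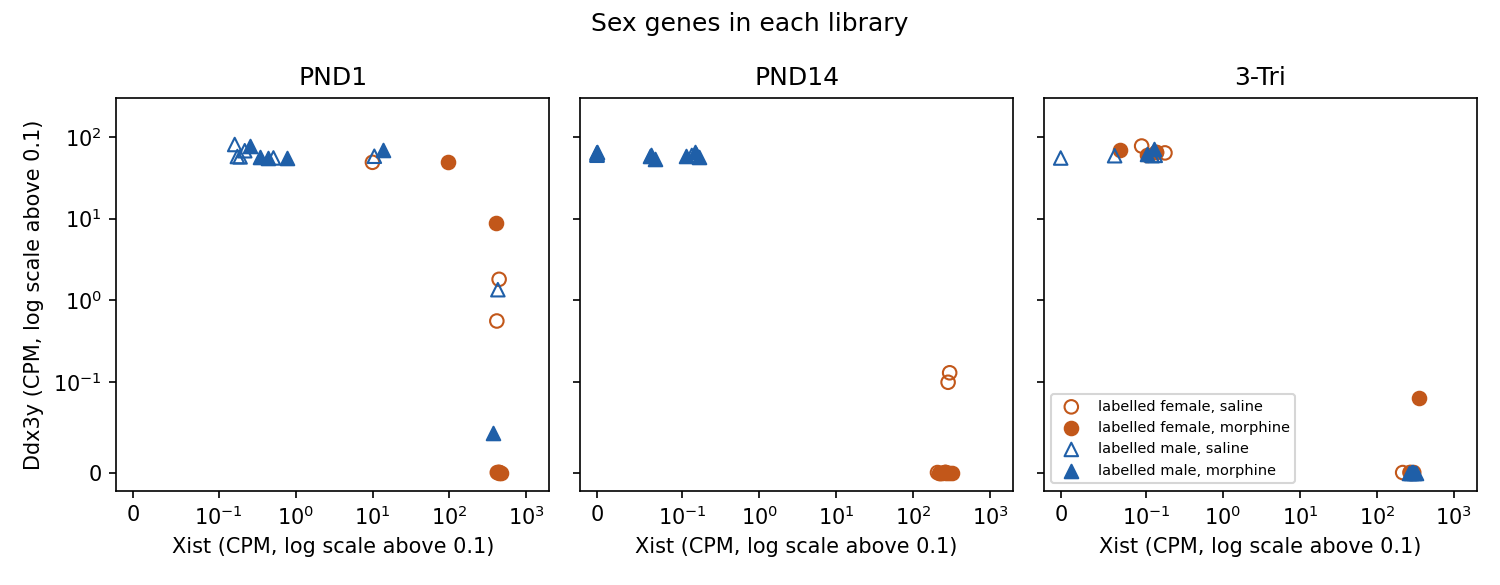
*Xist* (x axis, CPM) and *Ddx3y* (y axis, CPM) in each of the 72 libraries, 1 panel per window, with both axes logarithmic and linear below 0.1 CPM. Circles are libraries labelled female and triangles those labelled male, open for saline and filled for morphine. At PND14 the labels separate, while 4 libraries of PND1 and 12 of 3-Tri lie with the other sex or between both.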

We sought to determine whether transcriptomic signatures vary based on the window of exposure, perhaps contributing to the discrepancies in the literature regarding acute and long-term outcomes. We have previously reported on the withdrawal and adult behavior profile of PND14 mice (Robinson et al., 2020).

As evidenced in representative Volcano plots (Figure 2A), the majority of the genes exhibited a low amplitude of change in expression level, with most between log2FC (+)0.50 to (-(-)0.50 in all exposure paradigms. 

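Most expressed genes moved by less than 0.5 on the log2 scale. This held for 96.0% of the genes tested in the libraries labelled PND1 males and 97.9% in those labelled PND1 females. It held for 98.2% and 97.6% of the genes in PND14 males and females, and for 99.0% in each sex of 3-Tri by label, over the authors' libraries. Among the DEGs of the libraries labelled PND1 males, 86.9% lay within this range, with a median size of 0.242. The 35 of these DEGs beyond 1 included *Hoxb8*, a patterning gene of the posterior neural tube, at 5.51 ± 5.12 CPM with morphine (SD, n = 6) and 0.330 ± 0.609 CPM with saline (SD, n = 7). Its log2FC was 4.09 (SE 0.971, adjPvalue = 0.00646 from edgeR). *Hoxb8* is 1 of 19 tested markers of the hindbrain and spinal cord, whose mean log2 CPM was 1.4 with morphine (SD 1.44, n = 6) and -0.39 with saline (SD 1.54, n = 7) in the same libraries. *Jazf1*, a zinc finger gene, stood for the common size, with a log2FC of 0.28 (SE 0.0445, adjPvalue = 0.000425 from edgeR). The call of *Jazf1* ended with the replicate number as a block and a correction for GC content and gene length together (adjPvalue = 0.174). In PND1 males only 3 replicate numbers hold both drugs, so a call lost or gained with this block decides nothing. In PND14 males, 82.9% of 76 DEGs lay within the range over the authors' libraries and 78.2% of 55 over all, with median sizes of 0.309 and 0.326 and no DEG beyond 1. *Kank1*, which regulates the actin cytoskeleton, had a log2FC of -0.34 there over both sets (adjPvalue = 0.00942 over the authors' libraries and 0.0103 over all, from edgeR). The call of *Kank1* ended without the pups whose sample IDs open with 4422 (adjPvalue = 0.0681), 4424 (0.106) or 4425 (0.489). Its log2FC was then -0.29, -0.32 and -0.36. Without 4424 or 4425, 3 saline males were left and no gene passed in males by edgeR. A call that ended there therefore does not single out its gene. The median SE of a log2FC was 0.0817 and 0.0920 in PND1 males and females by label, 0.0812 and 0.0856 at PND14 and 0.0734 and 0.0712 in 3-Tri over the authors' libraries.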

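In the libraries labelled PND1 males, 1370 genes were higher and 1754 lower with morphine among 21714 tested, and in those labelled PND1 females no gene passed. *Fbxl19*, a ubiquitin ligase component, was at 217 ± 14.4 CPM (SD, n = 6) with morphine and 274 ± 19.6 CPM (SD, n = 7) with saline in the libraries labelled male, a log2FC of -0.33 (SE 0.0502, adjPvalue = 0.000307 from edgeR). The call of *Fbxl19* ended with the replicate block and the GC and length correction together (adjPvalue = 0.0616). In PND14 males, 27 genes were higher and 49 lower among 19744 over the authors' libraries, and 16 were higher and 39 lower among 19636 over all. *Rac3*, a small GTPase of neurons, rose there by a log2FC of 0.37 (SE 0.066 over the authors' libraries, adjPvalue = 0.0122, and 0.0124 over all, from edgeR), and its log2FC in PND14 females was 0.30 (adjPvalue = 0.367 and 0.238). The male call of *Rac3* ended with the replicate number as a block (adjPvalue = 0.052, and 0.0609 with a GC and length correction). It also ended without the pups whose sample IDs open with 4423 (0.16), 4424 (0.106) or 4425 (0.843), with log2FC of 0.35, 0.38 and 0.35. In the females, the counts of 0 from edgeR stood beside 2547 genes at an unadjusted p under 0.05 and 116 DEGs from DESeq2 at PND1, and beside 1737 and 0 at PND14 over the authors' libraries (2054 and 21 over all). In 3-Tri by label, edgeR and DESeq2 each gave 0 DEGs in either sex, with 790 genes in males and 680 in females at an unadjusted p under 0.05 over the authors' libraries (982 and 476 over all). The difference between the sexes was tested itself: no gene passed by edgeR or DESeq2 in any window, with 1187 genes at an unadjusted p under 0.05 at PND1, 681 at PND14 and 559 in 3-Tri (676 and 457 over all libraries of the last 2). Single libraries moved the count of DEGs labelled PND1 male: it was 4944 without male morphine replicate 5, 1861 and 1998 without male morphine replicates 9 and 10, and 2022 and 2018 without male saline replicates 10 and 11. The PND14 male count was 54 and 7 without either of the pair of ID numbers given to morphine pups and 0 from edgeR without either given to saline pups (1520 and 960 genes at an unadjusted p under 0.05), where 3 males were left in that group. Without the 4 libraries whose sex genes went against the label, 1346 genes were higher and 2495 lower in males and 0 passed in females (1873 at an unadjusted p under 0.05, 6 from DESeq2).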

Following all three opioid exposure protocols there were a greater number of differentially expressed genes (DEGs) in RNA derived from males than from females (Figures 2B–D), with no DEGs meeting criteria for adjPvalue < 0.05 in the PND14 females (Figure 2D). Therefore, in subsequent analyses nominal *P* values were sometimes used, and the cutoff is presented for each analysis. Cutoffs for log2FC were not utilized due to the small amplitude of transcript abundance changes. We also noted a greater number of DEGs following exposure restricted to the *in utero* period (PND1) relative to post-natal only (PND14) or 3-trimester (3-Tri). These data imply that gene expression partially normalized post-natally even in the presence of continued morphine exposure. 

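Among the DEGs labelled PND1 male, *Gabra3* and *Opcml*, which encode a GABA-A receptor subunit and a neuronal cell adhesion protein, were higher with morphine, and *Itpr3* and *Ppp1r9b*, which encode a calcium release channel and the spine protein spinophilin, were lower. *Itpr3* was at 6.49 ± 0.830 CPM (SD, n = 6) against 10.5 ± 1.29 CPM (SD, n = 7), a log2FC of -0.69 (SE 0.0918, adjPvalue = 0.000119 from edgeR), below every saline library in 6 of 6. *Opcml* had a log2FC of 0.28 (SE 0.0424, adjPvalue = 0.000326 from edgeR). The calls of these genes ended with the replicate number as a block and a correction for GC content and gene length together. Their adjPvalues were then 0.0632 for *Gabra3*, 0.129 for *Opcml*, 0.0506 for *Itpr3* and 0.117 for *Ppp1r9b*. With the sexes joined, 4087 genes passed at PND1 (1715 higher, 2372 lower), 338 at PND14 over the authors' libraries (122 higher, 216 lower) and 386 over all. In 3-Tri joined, edgeR and DESeq2 gave 0, with 990 genes at an unadjusted p under 0.05 over the authors' libraries and 966 over all. At PND1 the DEGs went with base composition: genes called higher in the libraries labelled male had a median GC content of 43.5%, those called lower 56.7% and all tested genes 49.4%. Across genes, log2FC and GC content had r = -0.482 in males and -0.313 in females of PND1 by label, and -0.00469 and 0.0575 at PND14. With a correction for GC content and gene length in each library, 552 genes were higher and 707 lower in the libraries labelled PND1 males, 902 of these 1259 being among the 3124. From the smaller number of DEGs after the other exposures, the paper proposes that gene expression partly returned to normal after birth even as morphine continued.

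**Figure D2:**
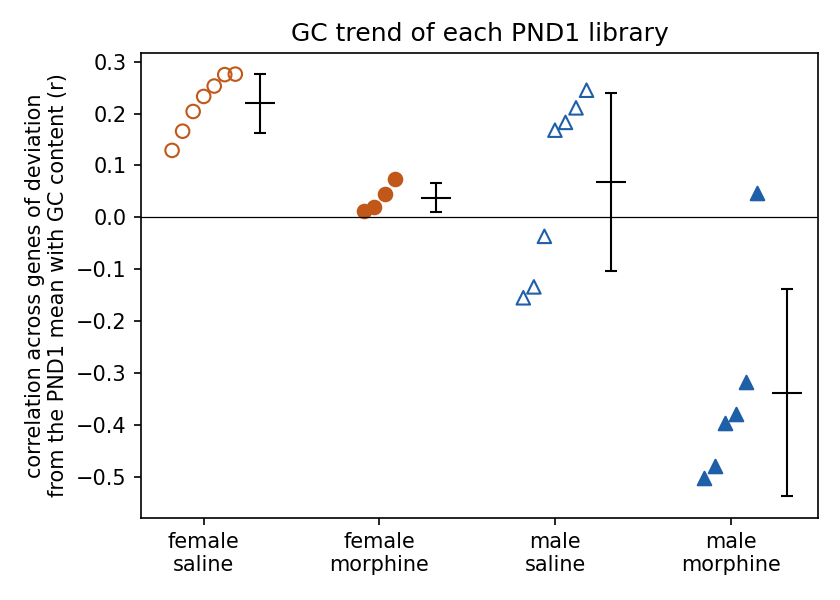
Pearson r across genes between the GC content of a gene and its deviation in 1 library from the PND1 mean (y axis, no unit), for each of the 24 PND1 libraries in its labelled group (x axis). Points are libraries, and bars are the group mean with SD. The group labelled male morphine has a mean of -0.338 (SD 0.200), and its replicate 5, which carried *Xist*, lies at 0.0465.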

Although these data do not allow for a definitive mechanism for this phenomenon, it is possible that the presence of early life stressors associated with opioid exposure protocols contributes to the alteration in transcriptional programs. 

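*Parm1*, a membrane protein of the Golgi and endosomes, and *Tubb2b*, a beta-tubulin of developing neurons, were among the genes whose response to morphine differed between the windows in males. The log2FC of *Parm1* at PND1 by label minus that at PND14 was 0.53 (SE 0.0763, adjPvalue = 3.7e-05 from edgeR), and that of *Tubb2b* was -0.56 (SE 0.0872, adjPvalue = 7.95e-05 from edgeR). The difference passed for 1807 of 21926 genes without the libraries the authors left out and for 1403 of 22010 over all (738 with a correction for GC content and gene length and 831 without the filter on low counts). Between PND1 and 3-Tri by label it passed for 1146 and 1193 genes in males (449 with that correction and 646 without the filter, over all), and this count was 1 without the libraries whose sex genes went against the label. Between PND14 and 3-Tri, edgeR gave 0 in males, with 1035 genes at an unadjusted p under 0.05 (1197 over all, where DESeq2 gave 7). In females, edgeR gave 0 for all 3 pairs of windows without the left-out libraries, with 3253, 1828 and 1298 genes at an unadjusted p under 0.05. Over all libraries it gave 1 between PND1 and PND14, *Gpr162*, with a difference of -0.44 (SE 0.0823, adjPvalue = 0.0209 from edgeR), where DESeq2 gave 477 and 3 between PND1 and 3-Tri. Males of PND1 by label and of PND14 shared 14 DEGs over all libraries, 6 with the same direction, where independent lists of these sizes share 4.48 in the same direction. *Samd14* and *Tubb2b* were lower at PND1 and higher at PND14, and *Mobp*, a myelin gene, was higher and then lower, while the calls of *Samd14* and *Mobp* at PND1 and of *Mobp* at PND14 ended after a correction for GC content and gene length. At PND14 the call of *Samd14* ended with the replicate block (adjPvalue = 0.0756) and with counts summed per ID number (0.099). It also ended without the ID number 4423 (0.16), 4424 (0.106) or 4425. The call of *Tubb2b* at PND14 ended with those sums and without any of these ID numbers as well.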

Not only did gene expression largely normalize with continued exposure after birth, but the specific DEGs markedly changed (Figure 2B and Supplementary DEG lists). Using the pAdj cutoff of < 0.05, comparison between males in all three exposure protocols showed only 3 DEGs common to all. These 3 genes, *Cobl*, *Parm1*, and *Ust*, play critical roles in neuronal development, including regulation of the axonal growth cone, cortical actin cytoskeleton, axon dendrite development and embryonic axis specification. 

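No gene passed in the males of all 3 windows, since edgeR and DESeq2 each gave 0 DEGs in the libraries labelled 3-Tri males. At an unadjusted p under 0.05, 33 genes passed in the males of all 3 windows, 10 of them with the same direction, and 322 were shared by PND1 and 3-Tri males by label, 85 with the same direction, where independent lists of these sizes share 156 in the same direction. PND14 males and 3-Tri males by label shared 104 such genes, 90 with the same direction, against 46.5 for independent lists. In the authors' deposited tables, males shared 51 DEGs between PND1 and PND14, 43 between PND1 and 3-Tri and 18 between PND14 and 3-Tri, with 3 common to all.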

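All 3 genes were higher with morphine in the libraries labelled PND1 males. *Cobl*, an actin nucleator, lies on chromosome 11 of mm10 from 12236608 to 12464960 and was at 63.1 ± 3.55 CPM with morphine (SD, n = 6) against 51.0 ± 4.71 CPM with saline (SD, n = 7). Its log2FC was 0.31 (SE 0.0612, adjPvalue = 0.00202 from edgeR), above every saline library in 6 of 6. *Parm1*, on chromosome 5 from 91517615 to 91626894, had a log2FC of 0.33 (SE 0.0665, adjPvalue = 0.00221 from edgeR). *Ust*, a uronyl 2-sulfotransferase of proteoglycan chains on chromosome 10 from 8204756 to 8518825, had a log2FC of 0.29 (SE 0.0875, adjPvalue = 0.0253 from edgeR), a call that ended without male morphine replicate 8 or 9 or male saline replicate 10 or 11 (adjPvalue = 0.054, 0.102, 0.0668 and 0.0526) and with only the 2 groups compared (0.0522). With the replicate block and the GC and length correction together, the calls of *Cobl*, *Parm1* and *Ust* in these libraries ended (adjPvalue = 0.053, 0.0771 and 0.0789). Only 3 replicate numbers hold both drugs in these males, so that fit cannot decide the calls. In PND14 males, *Ust* was lower, with a log2FC of -0.22 (SE 0.043 and adjPvalue = 0.0188 over the authors' libraries, adjPvalue = 0.0366 over all, from edgeR). This call ended without a filter on low counts (adjPvalue = 0.0612), with the replicate block (0.0943, and 0.0609 with the GC and length correction), with sums per ID number (0.117) and without any 1 of the ID numbers (0.103 to 1). *Cobl* had -0.27 (adjPvalue = 0.0537 and 0.0763) and *Parm1* -0.20 (adjPvalue = 0.0821 and 0.102) there from the same test, and both passed by DESeq2 (adjPvalue = 0.00896 and 0.0165 over the authors' libraries, 0.0128 and 0.0199 over all). By label in 3-Tri males, their log2FC were -0.06 for *Cobl*, -0.04 for *Parm1* and -0.14 for *Ust* over the authors' libraries (-0.04, -0.04 and -0.13 over all), with adjPvalues of 0.92 to 1. The authors' deposited tables give *Cobl*, *Parm1* and *Ust* log2FC of 0.31, 0.31 and 0.24 in PND1 males, -0.27, -0.20 and -0.22 in PND14 males and -0.19, -0.12 and -0.19 in 3-Tri males.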

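In females, *Cobl*, *Parm1* and *Ust* had log2FC of 0.17, 0.13 and 0.09 at PND1 by label (adjPvalue = 0.344, 0.503 and 0.783 from edgeR). At PND14 they were -0.15, -0.08 and -0.07 over the authors' libraries and -0.18, -0.06 and -0.04 over all. With 0 DEGs from edgeR in the females of each window, no gene could be shared. At an unadjusted p under 0.05, the libraries labelled PND1 females shared 262 genes with PND14 females over all libraries, 57 with the same direction (128 for independent lists), and PND14 females shared 46 with those labelled 3-Tri females, 27 with the same direction (24.6 for independent lists). 5 genes passed at this level in the females of all 3 windows: *Arhgef40*, *Chn1os3*, *Dctpp1*, *Por* and *Rbm6-ps1*, named after their values were seen, and 0 of the 5 had the same direction in every window.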

There were no overlapping DEGs amongst the female groups. As there were no differentially expressed genes in the female PND14 group using the pAdj cutoff of < 0.05, we compared DEGs between males and females in either PND1 or 3-Tri exposure. There were a number of shared DEGs in both PND1 and in the 3-trimester cohort, the comparison with the highest level of overlap between groups when measured by percentage of total DEGs (Supplementary Figure 2).

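Males and females of PND1 by label moved alike across genes. Over all libraries, the Spearman correlation of their log2FC was 0.461, against at most 0.361 in 99 regroupings of the pups (p = 0.01, the smallest these can give, 0.045 adjusted over 9 such pairs), and genes are not independent replicates. At PND14 it was 0.322, against at most 0.282 (permutation p = 0.01, adjusted 0.045), and in 3-Tri by label it was 0.0988 (p = 0.25, adjusted 0.45). Both sexes of PND14 share the ID numbers, each with only morphine or only saline pups. An effect tied to these numbers would also make the sexes alike, and the regroupings cannot tell it from morphine. *Podxl2*, a sialomucin, had a log2FC of -0.33 in the libraries labelled PND1 males and -0.17 in those labelled PND1 females, and *Samd14* had 0.29 in PND14 males and 0.26 in PND14 females over all libraries. With 0 DEGs from edgeR in females, males and females shared none in any window, while DESeq2 gave 102 shared at PND1, 0 in 3-Tri and, over all libraries, 4 at PND14: *Gap43*, *Samd14*, *Secisbp2l* and *Zfp365*, named after their values were seen. Over the authors' libraries DESeq2 gave 0 DEGs in PND14 females, so none could be shared there. At an unadjusted p under 0.05, 1557 genes were shared at PND1 by label (1544 with the same direction), 454 at PND14 (444) and 23 in 3-Tri (15), where independent lists share 382, 95.9 and 12.0 in the same direction. In the authors' deposited tables, males and females shared 54 DEGs at PND1 and 56 in 3-Tri.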

**FIGURE 2:**
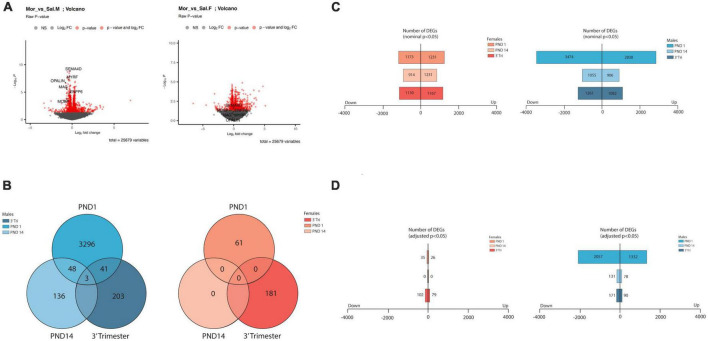
Overview of transcriptome analysis **(A)** Volcano plots of DEGS from RNA seq from male and female PND14 mice. Log2 fold changes are in the same value range observed for all 6 datasets. In these plots, significant and non-significant myelin-associated genes are highlighted, discussed in more detail in the text. **(B)** Venn diagrams showing low numbers of overlapping DEGs (Adj *p* value < 0.05) across treatment group (labeled) and across sex. **(C,D)** Bar graphs showing total number of DEGS in males and females from all 3 exposure protocols. Top graph numbers represent DEGs with nominal significance *p* < 0.05 whereas bottom graphs represent DEGs with adjusted *p* < 0.05 **(D)**.

To explore the biologic implications of the altered gene expression, we performed Gene Ontology (GO) analysis (Ashburner et al., 2000). First, using the cutoff pAdj < 0.5 as was used for the Venn diagrams, we looked at individual sets of up and downregulated genes, restricted to males in which this analysis was possible in all three exposure paradigms (Figure 3). Notably, there was some overlap between groups for the top 3 up or downregulated, enriched pathways, but in opposite directions, e.g., “response to axon injury” was downregulated in PND1 and upregulated in PND14. 

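*Dpysl3*, a collapsin response protein of growth cones, rose in PND14 males, with a log2FC of 0.45 (SE 0.089, adjPvalue = 0.0224 over the authors' libraries and 0.0246 over all, from edgeR). *Tubb2b* had a log2FC of 0.34 there (adjPvalue = 0.0132 and 0.0183), after -0.23 (adjPvalue = 0.00306) in the libraries labelled PND1 males. At PND14 each ID number was given to 1 drug, and the calls of *Dpysl3* and *Tubb2b* ended with sums per ID number (adjPvalue = 0.0859 and 0.111) and without the ID number 4423 (0.196 and 0.16), 4424 (0.106 and 0.1) or 4425 (1 and 1). In the libraries labelled PND1 males, 4 of 25 genes of neural progenitors and newborn neurons fell and none rose (5 fell when adjusted over the list alone), among them *Tubb3* and *Nes*, with log2FC of -0.19 and -0.20, and the list's median was -0.07 (camera, adjusted p = 0.0406; unadjusted p = 0.13 with an estimated correlation). After the GC and length correction the list (adjusted p = 0.111) and the calls of *Tubb3* and *Nes* no longer passed. In PND14 males, none of 24 of these genes passed over all genes (3 were higher when adjusted over the list alone), and the median was 0.12 (adjusted p = 0.000668 over the authors' libraries and 0.000785 over all; unadjusted p = 0.0507 with an estimated correlation). Cytosolic ribosomal proteins were higher as a list in PND14 males, with a median of 0.11 and 78 of 81 above 0 (adjusted p = 1.22e-14 over the authors' libraries and 1.67e-14 over all; unadjusted p = 0.157 with an estimated correlation), though none passed over all genes and 1 did when adjusted over the list alone. Gene ontology terms were not tested here, since their gene sets were not used.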

To incorporate all three exposure paradigms and both sexes (6 groups) in the GO analysis, we relaxed the stringency and included all DEGs meeting the criteria of a nominal *p* value < 0.01. GO Biological Processes confirmed what was evident from the analysis of individual DEGs, in that most of the enriched pathways in the females do not reach the significance cutoff and overlap between the groups for the top hits was limited as anticipated (Figure 4, females left and males right and Supplementary Figures 4, 5). 

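The gene groups described here came from 50 lists of cell types, pathways and complexes, compiled in advance from general knowledge and tested with camera on each of the 6 comparisons. Of the 300 tests, 78 passed after adjustment over all of them (28 upward, 50 downward), and 0 passed with a correlation estimated from the residuals in place of the preset 0.01, where the smallest adjusted p was 0.141. By comparison, 12 lists passed in PND1 males and 15 in PND1 females by label, 14 and 17 at PND14, and 10 and 10 in 3-Tri by label, over all libraries. In PND14 females, immediate early genes, which neuronal activity induces, were lower, with a median log2FC of -0.16 and *Arc*, *Egr3* and *Homer1* at -0.42, -0.26 and -0.26 (camera, adjusted p of the list = 1.62e-07 over the authors' libraries and 2.35e-06 over all; adjusted p = 0.905 with an estimated correlation). None of its 29 members passed over all genes, and 11 were lower when adjusted over the list alone. Cerebellar markers were higher in the same females, 17 of 17, with a median log2FC of 0.54 over the authors' libraries and 0.49 over all (adjusted p = 3.53e-11 and 4.59e-10; adjusted p = 0.905 with an estimated correlation). Of 23 markers of the hindbrain and spinal cord, 1 was expressed highly enough to be tested, *Slc6a5*, a glycine transporter, whose log2 CPM in these females was 1.92 with morphine (SD 0.849, n = 6) and -0.03 with saline (SD 1.31, n = 6). For the immediate early genes, PND14 males had a median of 0.03, and the male minus female difference was 0.183 (adjusted p = 7.86e-09; adjusted p = 0.649 with an estimated correlation).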

In the males, in both the PND1 and 3-trimester cohorts, there was an enrichment for genes involved in processing of proteins, including translation, quality control, localization and the role of the endoplasmic reticulum, albeit not in identical GO Biological Processes. 

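Genes of the cytosolic ribosome fell in the libraries labelled PND1 males: 40 of 81 were lower and none was higher (51 lower when adjusted over the list alone). *Rps16*, *Rpl8* and *Rps28* had log2FC of -0.41 (SE 0.0763), -0.36 (SE 0.0657) and -0.32 (SE 0.0615), with adjPvalues of 0.00114, 0.00114 and 0.00146 from edgeR. Ribosomal protein genes have many near-identical pseudogenes, which can share their reads. The list's median was -0.18 (camera, adjusted p = 5.77e-18; unadjusted p = 0.122 with an estimated correlation). Male morphine replicate 5, whose sex genes went against the label, had a mean log2 CPM of 7.33 for the list, where the other morphine males had 6.90 to 7.04 and the saline males 7.11 to 7.35. Libraries labelled PND1 females had a median of -0.13 (adjusted p = 1.68e-13; unadjusted p = 0.18 with an estimated correlation), with 0 members passing over all genes and 15 lower when adjusted over the list alone. Of 36 genes of protein folding in the endoplasmic reticulum, 3 rose and 1 fell in the libraries labelled PND1 males, among them the chaperone *Canx* at 0.16 (adjPvalue = 0.00782) and *Fkbp2* at -0.34 (adjPvalue = 0.0216), and the median of 0.02 did not pass (adjusted p = 0.739). The calls of *Canx* and *Fkbp2* ended after the GC and length correction (adjPvalue = 0.308 and 0.329). Of 41 genes of transport to the Golgi and endosomes, 5 rose and 3 fell (median -0.00, adjusted p = 0.783), and 5 of 22 cytosolic heat shock genes rose (median 0.07, adjusted p = 0.0836). No member of these lists passed in the libraries labelled 3-Tri males, and their medians were 0.01 for the ribosome, -0.02 for protein folding, 0.00 for Golgi transport and -0.01 for heat shock over the authors' libraries. In 3-Tri males the authors' deposited tables list 12 of 36 protein folding genes as lower and 1 as higher. They also list 2 heat shock genes as lower there, and no gene of the ribosome or Golgi lists. In 3-Tri females they list 8 protein folding genes and 1 heat shock gene as lower.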

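In PND14 males, genes of the guidance and shape of axons moved both ways. *Sema4d* and *Unc5b*, a semaphorin and a netrin receptor, had log2FC of -0.31 (SE 0.052) and -0.39 (SE 0.067), and *Ephb1*, an ephrin receptor, was lower too, while *Dpysl3* was higher. The calls of *Sema4d* and *Unc5b* ended without the ID number 4424 (adjPvalue = 0.12 and 0.1) or 4425 (0.894 and 1), that of *Sema4d* without 4423 (0.07) and that of *Unc5b* without 4422 (0.0973) and with sums per ID number (0.099). Of 51 axon guidance genes, 1 rose and 3 fell over either set of libraries (2 and 3 when adjusted over the list alone, over all), and the median of 0.01 did not pass (camera, adjusted p = 0.998 over the authors' libraries and 0.967 over all). *Gsn*, an actin-severing protein that oligodendrocytes carry at a high level, was at 72.9 ± 12.1 CPM with morphine (SD, n = 6) and 106 ± 9.34 CPM with saline (SD, n = 6). Its log2FC was -0.54 (adjPvalue = 0.00942 over the authors' libraries and 0.0103 over all, from edgeR). The call of *Gsn* ended without the ID number 4424 (adjPvalue = 0.1) or 4425 (0.489), with log2FC of -0.55 and -0.54. No member of the endoplasmic reticulum list passed in these males (median 0.00, adjusted p = 0.586 over the authors' libraries and 0.574 over all).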

There was essentially no overlap with the PND14 male cohort, in which enriched pathways included myelination and neuron projection morphogenesis and guidance. 

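Collagens and other matrix genes fell in the libraries labelled PND1 males: 11 of 54 were lower and none was higher (14 lower and 2 higher when adjusted over the list alone). *Col18a1*, *Col4a1* and *Col4a2*, collagens of basement membranes, had log2FC of -0.43 (SE 0.0827), -0.36 (SE 0.0774) and -0.29 (SE 0.0608), with adjPvalues of 0.00145, 0.00311 and 0.00293 from edgeR. The list's median was -0.06 (camera, adjusted p = 0.00475; unadjusted p = 0.282 with an estimated correlation), and with the correction for GC content and length it no longer passed (median -0.04, adjusted p = 0.145), nor did *Col4a2* (adjPvalue = 0.174). This list had a male minus female difference of -0.093 (adjusted p = 2.73e-05; unadjusted p = 0.13 with an estimated correlation). Markers of meningeal fibroblasts, which make such collagens, were also lower there, 4 of 22 with a median of -0.17 (adjusted p = 0.0145; unadjusted p = 0.333 with an estimated correlation). In PND14 males, 1 matrix gene of 53 passed, *Adamts4*, a protease of proteoglycans that oligodendrocytes also make, at -0.47 (SE 0.089, adjPvalue = 0.0188 over the authors' libraries and 0.0239 over all, from edgeR). Genes of synaptic vesicles moved both ways in the libraries labelled PND1 males, 11 of 46 higher and 3 lower (median 0.09, adjusted p = 0.0181; unadjusted p = 0.237 with an estimated correlation), with *Snap25* and *Syn1* at 0.23 and 0.28 and *Nrxn2* at -0.24, where the correction ended the calls of *Snap25* (adjPvalue = 0.136) and *Nrxn2* (adjPvalue = 0.231). Of 40 postsynaptic density genes, 6 rose and 8 fell there (median 0.00, adjusted p = 0.997).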

Other recurring themes and terms in the Cellular Component and Molecular Function enriched GO categories included the extracellular matrix, ribosome, mitochondria, and pre- and post-synaptic membrane (Supplementary Figures 4, 5).

**FIGURE 3:**
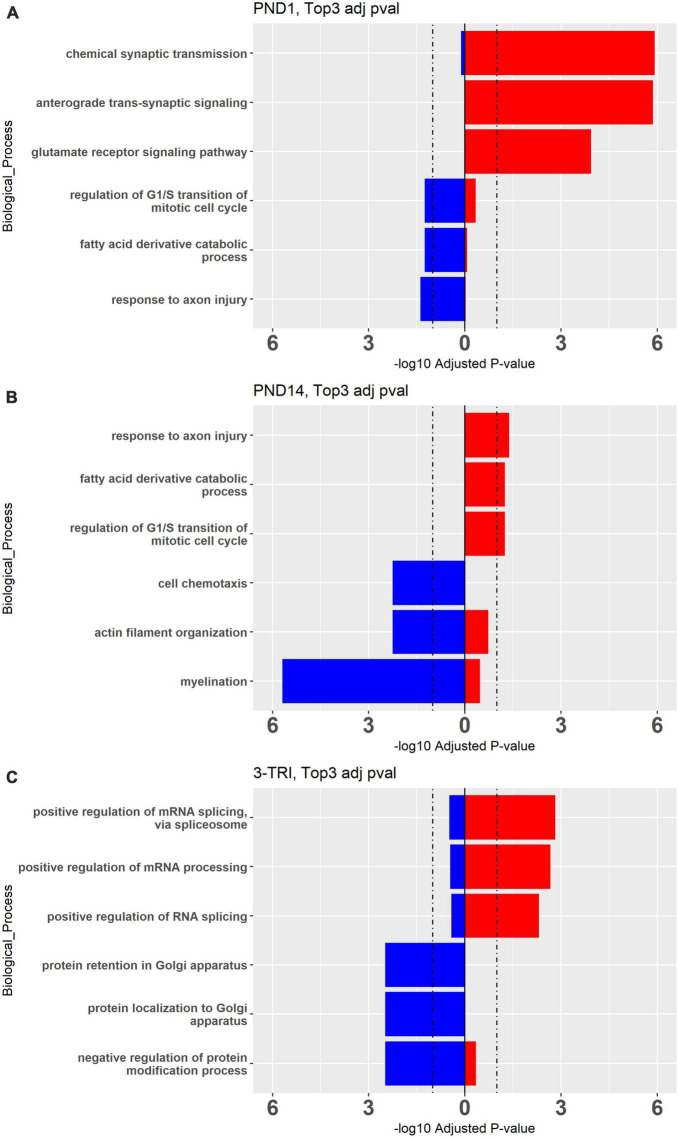
Top 3 Gene Ontology Biological Processes Up- and Down-regulated processes in males from **(A)** PND 1, **(B)** PND14, and **(C)** 3-TRI. Red bars represent upregulated and blue bars represent down regulated genes. Cutoff pAdj < 0.05 for DEGs, showing adjPvalue on X axes, cutoff = 1.2.

**FIGURE 4:**
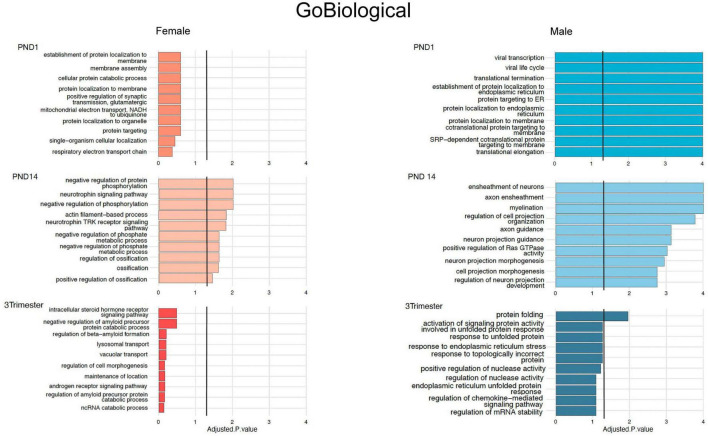
Top 10 Gene Ontology Biological Processes for females (orange bars) and males (blue bars) for all 3 exposure protocols, using nominal *P* values < 0.01, and combining up- and down-regulated DEGs.

Enrichment of GABA-related processes was restricted to the male PND1 cohort in both the GO Molecular and Cellular categories, i.e., synaptic, while myelin-related processes were enriched in the PND14 male cohort. 

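GABA receptor subunits rose in the libraries labelled PND1 males: 10 of 19 were higher and none was lower (12 and 1 when adjusted over the list alone). *Gabra3*, on chromosome X of mm10 from 72432681 to 72656848, was at 129 ± 6.04 CPM with morphine (SD, n = 6) and 105 ± 6.42 CPM with saline (SD, n = 7), a log2FC of 0.30 (SE 0.0429, adjPvalue = 0.000183 from edgeR), above every saline library in 6 of 6. *Gabrb1* and *Gabrg1* had 0.40 (SE 0.0750, adjPvalue = 0.0013) and 0.35 (SE 0.0702, adjPvalue = 0.00223). The call of *Gabra3* ended with the replicate block and the GC and length correction together (adjPvalue = 0.0632). The list's median was 0.195 (camera, adjusted p = 3.5e-06; adjusted p = 0.905 with an estimated correlation) and 0.07 after the GC and length correction (adjusted p = 0.000175), which ended the call of *Gabrg1* (adjPvalue = 0.0777). Libraries labelled PND1 females had a median of 0.06 (adjusted p = 0.0181; unadjusted p = 0.146 with an estimated correlation), with 0 members passing over all genes and 1 when adjusted over the list alone, and this call was lost after that correction (adjusted p = 0.181). The difference between the sexes was 0.108 (adjusted p = 0.00137; unadjusted p = 0.0643 with an estimated correlation). Markers of GABAergic neurons did not move as a list in these males (2 of 27 higher, 2 lower, median -0.02, adjusted p = 0.834). The GABA receptor list had medians of -0.04 and -0.05 in PND14 males and females and -0.02 and -0.01 in 3-Tri by label over the authors' libraries, and passed in none of them. Markers of the hindbrain and spinal cord were also higher with morphine in the libraries labelled PND1 males, 3 of 19, with a median of 1.62 (adjusted p = 0.00278; unadjusted p = 0.359 with an estimated correlation).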

To further compare and contrast the biologic significance of the DEGs in the three exposure windows, we used Ingenuity Pathway Analysis (IPA), again with relaxed stringency, to identify Canonical Pathways and Upstream Regulators (selected pathways and regulators are shown in Figures 5A, B, and the top pathways and regulators are shown in Supplementary Figures 5A, B). Importantly, the IPA and GO analyses showed significant overlap of pathways. For example, the top Canonical Pathways (Figure 5A and Supplementary Figure 6) identified Opioid Signaling Pathway as significantly enriched in 5/6 groups. 

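*Oprk1*, the kappa opioid receptor, was higher in the libraries labelled PND1 males, with a log2FC of 0.39 (SE 0.108, adjPvalue = 0.0161 from edgeR), a call that ended after the GC and length correction (log2FC 0.27, adjPvalue = 0.128). *Oprm1*, the mu receptor on which morphine acts, was at -0.12 in the libraries labelled 3-Tri males and -0.17 in PND14 females over all libraries and passed in neither. Of 40 genes of opioid receptor signalling, *Adcy2* and *Prkcb* rose and *Src*, *Camk2b* and *Gnb2* fell in the libraries labelled PND1 males, and the median of -0.01 did not pass (camera, adjusted p = 0.98). The calls of *Src*, *Camk2b* and *Gnb2* ended after the same correction (adjPvalue = 0.281, 0.0786 and 0.476). The median was 0.01 in PND1 females by label (adjusted p = 0.828), -0.01 and -0.03 in PND14 males and females (0.813 and 0.0563 over the authors' libraries, 0.78 and 0.281 over all) and -0.01 in the libraries labelled 3-Tri females (0.504 and 0.599). It passed in the libraries labelled 3-Tri males, with a median of -0.02 over the authors' libraries (adjusted p = 0.0177) and -0.04 over all (0.00147; adjusted p = 0.905 with an estimated correlation), and not without the libraries whose sex genes went against the label (0.0594). The male minus female difference there was -0.0454 (adjusted p = 0.0356; unadjusted p = 0.156 with an estimated correlation). There *Prkcb* and *Gnao1* had -0.15 and -0.22 over all libraries, neither passing alone.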

RAS GTPase binding and activity, which is required for the effect of opioids on development *via Nf1* (Xie et al., 2016), was prominent in the GO Biological pathways enriched in the PND14 males and in overlapping DEGs between the male groups. Furthermore, Axonal Guidance Signaling was enriched throughout all cohorts in the IPA analysis, as was Protein Kinase A Signaling, critical for opioid and dopamine signal transduction (Svenningsson et al., 2005). 

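The GTPase gene *Rac3* stood at 64.0 ± 4.42 CPM with morphine (SD, n = 6) and 49.7 ± 2.68 CPM with saline (SD, n = 6) in PND14 males. Its call there ended, as given above, with the replicate block and without the ID number 4423, 4424 or 4425. *Nf1*, the RAS GTPase-activating protein neurofibromin, had a log2FC of -0.10 there (adjPvalue = 0.52 over the authors' libraries and 0.559 over all, from edgeR) and -0.02 in PND14 females. *Nf1* in the libraries labelled PND1 males was at 152 ± 12.5 CPM with morphine (SD, n = 6) and 136 ± 11.1 CPM with saline (SD, n = 7), a log2FC of 0.16 (SE 0.0515, adjPvalue = 0.0324 from edgeR), and of 0.08 (adjPvalue = 0.194) after the GC and length correction, and the call also ended without any 1 of male morphine replicates 6, 8, 9 and 10 or male saline replicates 9 to 12 (adjPvalue = 0.0564 to 0.0947). It was 0.14 in those labelled PND1 females (adjPvalue = 0.357).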

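In the libraries labelled PND1 males, 6 of 51 axon guidance genes rose and 5 fell (7 and 6 when adjusted over the list alone), with *Sema7a*, *Sema5b* and *Efnb1* at -0.25, -0.28 and -0.36 (adjPvalue = 0.00283, 0.00389 and 0.00402 from edgeR), of which only *Efnb1* still passed after the GC and length correction. The list's median was 0.03 (camera, adjusted p = 0.876). In those labelled PND1 females it was 0.08 (adjusted p = 0.00545; unadjusted p = 0.0827 with an estimated correlation), with 0 members passing over all genes and 1 when adjusted over the list alone, and the male minus female difference was -0.0435 (adjusted p = 0.0287; unadjusted p = 0.156). It was lower in the libraries labelled 3-Tri males, at -0.03 over the authors' libraries and -0.04 over all (adjusted p = 0.00184 and 0.00565; unadjusted p = 0.15 with an estimated correlation), with *Plxna4* and *Epha4* at -0.21 and -0.17, neither passing alone, and not after the GC and length correction (0.145) or without the libraries whose sex genes went against the label (0.475). PND14 females and 3-Tri females by label had medians of -0.04 and -0.02 (adjusted p = 0.218 and 0.294 over the authors' libraries). Of 33 genes of PKA and CREB signalling, 4 rose and 3 fell in the libraries labelled PND1 males (median 0.04, adjusted p = 0.468). Among them *Ppp1r1b*, the dopamine- and PKA-regulated phosphoprotein of striatal neurons, had -0.50 (SE 0.105, adjPvalue = 0.00277 from edgeR) and *Prkar2b* 0.15 (adjPvalue = 0.00983), which the correction ended (0.274). The PKA list had medians of 0.06 in PND1 females by label (adjusted p = 0.0165; unadjusted p = 0.103 with an estimated correlation), -0.05 in PND14 females (0.00391 and 0.0181; unadjusted p = 0.0689), -0.04 in 3-Tri males by label (0.0166 and, over all, 0.0622; unadjusted p = 0.0865) and -0.01 in 3-Tri females by label (0.58 and 0.543). The PKA calls in PND1 and PND14 females ended after the GC and length correction (0.0937 and 0.131). In PND14 males it was -0.05 (0.116 and 0.139), no member passed outside PND1 males, and the sexes did not differ in any window (adjusted p = 0.323, 0.524 and 0.317).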

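Nuclear genes of the respiratory chain fell and genes of the mitochondrial genome rose in the libraries labelled PND1 males. Of 40 genes of complex I, 10 were lower and 2 higher (14 and 4 when adjusted over the list alone), with *Ndufs6* and *Ndufa2* at -0.64 (SE 0.109, adjPvalue = 0.000659) and -0.67 (SE 0.124, adjPvalue = 0.00114) and the assembly factor *Ndufaf4* at 0.28 (adjPvalue = 0.00126), from edgeR. Of 42 genes of complexes II to V, 8 were lower and none higher (9 lower when adjusted over the list alone), with *Uqcr11* at -0.62 (SE 0.127) and *Atp5g3* at -0.32 (SE 0.0665). The medians of these lists were -0.09 (camera, adjusted p = 0.00409; unadjusted p = 0.394 with an estimated correlation) and -0.08 (adjusted p = 0.000614; unadjusted p = 0.354). Of 15 mitochondrially encoded genes, 9 were higher and 1 lower (9 and 2 when adjusted over the list alone), with *mt-Nd2* at 0.30 (SE 0.0563, adjPvalue = 0.00136) and a median of 0.22 (adjusted p = 0.00103; unadjusted p = 0.0732 with an estimated correlation). After the GC and length correction, the mitochondrially encoded list no longer passed (median 0.08, adjusted p = 0.429), and neither did *mt-Nd2* (0.15, adjPvalue = 0.0955) or *Ndufaf4* (adjPvalue = 0.0734). For the mitochondrially encoded list the male minus female difference was 0.101 (adjusted p = 0.0117; unadjusted p = 0.154 with an estimated correlation). Complex I in the libraries labelled PND1 females had a median of -0.11 (adjusted p = 7.62e-10; unadjusted p = 0.105 with an estimated correlation; 12 lower and 1 higher when adjusted over the list alone) and complexes II to V -0.07 (adjusted p = 2.17e-07; unadjusted p = 0.192), with 0 members passing over all genes. Mitochondrial ribosomal proteins had a median of -0.02 in these males (adjusted p = 0.724) and -0.03 in these females (adjusted p = 0.00889; unadjusted p = 0.406 with an estimated correlation).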

The PND1 group remains notable for a high level of enrichment for mitochondrial functions, the activity of which is increasingly linked to neurodevelopment (Mahony and O’Ryan, 2021). 

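*Gabrg3* and *Gabrb1*, subunits of the GABA-A receptor, had log2FC of 0.31 (SE 0.0797, adjPvalue = 0.157 from edgeR) and 0.20 (adjPvalue = 0.352) in the libraries labelled PND1 females. In PND14 males, *Gabra4* and *Gabra5* had -0.12 and 0.10 over all libraries, neither passing, and 0 of 19 subunits passed (list adjusted p = 0.426 over the authors' libraries and 0.418 over all). GABA as a regulator upstream of other genes was not analysed here.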

Finally, we observed that GABA is a significant Upstream Regulator in the PND1 female and PND14 male cohorts, along with the PND1 males.

**FIGURE 5:**
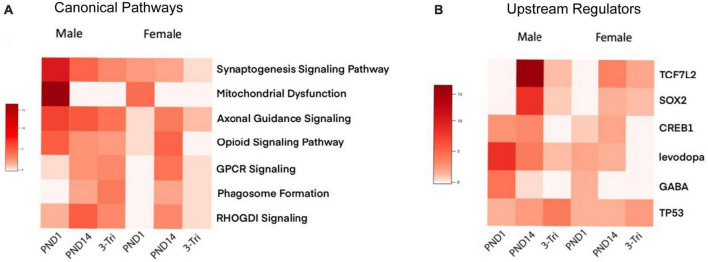
Ingenuity Pathway Analysis **(A)** Comparison of select IPA canonical pathways across exposure protocols and sex. Heatmap of adjusted *P*-values, with rows representing Canonical pathways, and the exposure protocol and sex-segregated models shown as columns. The negative log10 of the adjusted *P*-values is shown in shades of red, with darker reds representing a smaller *p*-value. **(B)** Comparison of select IPA Upstream Regulators across exposure protocols and sex. Heatmap of adjusted *P*-values, with rows representing Canonical pathways, and the exposure protocol and sex-segregated models shown as columns. The negative log10 of the adjusted *P*-values is shown in shades of red, with darker reds representing a smaller *p*-value.

To complete the comparisons between groups, we used the Rank Rank Hypergeometric Algorithm (RRHO) which compares gene lists without use of a threshold (Plaisier et al., 2010). 

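Among females, the Spearman correlation across genes of the log2FC was -0.11 between PND1 by label and PND14 (p = 0.16 from 99 regroupings of the pups, 0.45 adjusted over 9 pairs), -0.0173 between PND1 and 3-Tri by label (p = 0.88) and -0.0241 between PND14 and 3-Tri by label (p = 0.77). Among males it was -0.0868 between PND1 and 3-Tri by label (permutation p = 0.36, adjusted 0.54), 0.0937 between PND14 and 3-Tri by label (p = 0.24, adjusted 0.45) and -0.0324 between PND1 by label and PND14 (p = 0.76). None passed after adjustment, and genes are not independent replicates. *Mobp*, which rose in the libraries labelled PND1 males, had a log2FC of -0.57 in PND14 males over either set of libraries (adjPvalue = 0.0452 and 0.0486 from edgeR).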

There was no concordance noted between any of the female groups (not shown), but there was a moderate degree of discordance between PND1 and 3-trimester, and a high degree of concordance between PND14 and 3-trimester (Supplementary Figure 7), consistent with the IPA Canonical Pathway analysis.

### Enrichment of GABA-related genes and pathways highlights overlap with genes associated with autistic spectrum disorder

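*Gad2*, one of the enzymes that make GABA, lies on chromosome 2 of mm10 from 22622205 to 22693874. In the sequenced libraries labelled PND1 males it was at 144 ± 12.4 CPM with morphine (SD, n = 6) and 127 ± 15.8 CPM with saline (SD, n = 7), a log2FC of 0.18 (SE 0.0673, adjPvalue = 0.0731 from edgeR). In those labelled PND1 females it was at 132 ± 6.76 CPM (SD, n = 4) and 122 ± 10.1 CPM (SD, n = 7), a log2FC of 0.11 (SE 0.0758, adjPvalue = 0.598 from edgeR). Neither passed, and the difference between the sexes was 0.07 (adjPvalue = 0.954). Without male saline replicate 14, *Gad2* passed in the libraries labelled PND1 males (log2FC 0.24, adjPvalue = 0.0052). It also passed there with the replicate block (log2FC 0.27, adjPvalue = 0.0223). Only 3 replicate numbers hold both drugs in these males, so the block cannot decide the call.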

There was a preponderance of enriched GO pathways relevant to GABA in males and/or the synapse in both sexes, which have been implicated in neurodevelopmental abnormalities, particularly autism spectrum disorder (ASD) (Di et al., 2020). qPCR confirmed that *Gad2* mRNA was increased by 25% in PND1 males but not females (Figure 6A). We therefore analyzed the intersection between our gene lists and those that catalog evidence of association with ASD. Using ASD human cortical transcriptomic gene sets comprising differentially expressed genes and ASD-associated co-expression modules, we detected significant enrichments overall in male DEG lists across all exposure windows *via* a Fisher’s Exact Test (Figure 6B). We observed enrichment of male and female DEGs with co-expression module M1 (Gupta et al., 2014) in PND 1 and PND 14. This module is enriched for neuronal markers and synaptic genes and, importantly, is downregulated in post-mortem brains from autistic patients. 

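Of 127 autism risk genes, 14 rose and 10 fell in the libraries labelled PND1 males (15 and 10 when adjusted over the list alone). *Rai1*, *Taok2* and *Ldb1* had log2FC of -0.27 (SE 0.0433), -0.17 (SE 0.0331) and -0.31 (SE 0.0624), and the cell adhesion gene *Lrrc4c* had 0.25 (SE 0.0424), with adjPvalues of 0.000526, 0.00154, 0.00204 and 0.000691 from edgeR, and the GC and length correction ended the calls of *Rai1* and *Taok2* (0.13 and 0.109). The list, compiled from general knowledge of such genes and not the SFARI table, had a median of 0.02 and did not pass as a list moving one way (camera, adjusted p = 0.533), though it did, upward, without the libraries whose sex genes went against the label (0.0333). Its median in the libraries labelled PND1 females was 0.07 (adjusted p = 2.03e-05; unadjusted p = 0.22 with an estimated correlation) and no member passed, and the male minus female difference was -0.0406 (adjusted p = 0.00806; unadjusted p = 0.411). At PND14 it was -0.03 in males and -0.06 in females over the authors' libraries (adjusted p = 0.0274 and 2e-05; unadjusted p = 0.528 and 0.37 over all with an estimated correlation), and neither passed after the GC and length correction (0.967 and 0.355). It was -0.05 in the libraries labelled 3-Tri males (adjusted p = 7.4e-10; adjusted p = 0.905 over all with an estimated correlation) and 0.01 in those labelled 3-Tri females (adjusted p = 0.758), a difference of -0.0711 (adjusted p = 1.12e-09; unadjusted p = 0.0727). In PND1 males the authors' deposited tables list 24 of the 127 genes as higher and 7 as lower, with a median of 0.074. Their median in PND1 females is -0.00891, so males lie above females there, unlike the difference by label. In 3-Tri their medians are -0.0041 in males and 0.0253 in females. By label, the 3-Tri difference rests on groups in which 12 of 24 libraries carried the other sex's genes. The co-expression modules of autistic cortex were not used here.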

We also found an enrichment of male DEGs with module M6 from the same study, and ASD genetic risk factors from the SFARI database (Abrahams et al., 2013), but only in PND 1 males; this dataset was also enriched for neuronal markers but upregulated in post-mortem brains from autistic patients. We also observed an enrichment of DEGs from males in the 3-Tri exposure paradigm with module M16 from a different study (Voineagu et al., 2011), which contains genes involved in immune and inflammatory responses and is upregulated in autistic brains. Lastly, we detected a significant enrichment of DEGs in both males and females with targets of FMRP (Darnell et al., 2011), the protein that when mutated causes Fragile-X syndrome. These points to a potential disruption of FMRP function caused by morphine exposure. 

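Well-known targets of FMRP, a list of 94 compiled from general knowledge, moved both ways in the libraries labelled PND1 males, 7 higher and 13 lower (7 and 14 when adjusted over the list alone), with *Ppp1r9b* and *Nlgn2* at -0.31 (adjPvalue = 0.00042) and -0.20 (adjPvalue = 0.00325) and *Chd5* at -0.19 (adjPvalue = 0.00485) from edgeR, where the correction ended the calls of *Nlgn2* and *Chd5* (0.617 and 0.146). The call of *Ppp1r9b* ended with the replicate block and the correction together (adjPvalue = 0.117). The median was -0.01 and did not pass (camera, adjusted p = 0.644). With the sexes joined, 13 targets rose and 10 fell, and 17 rose and 2 fell after the GC and length correction. The authors' deposited tables list 17 targets as higher and 4 as lower in PND1 males, with a median of 0.0494. Their median in PND1 females is -0.0215, so males lie above females there, unlike the difference by label. In PND14 males and females the targets were lower as a list, with medians of -0.07 and -0.08 over the authors' libraries (adjusted p = 2.22e-08 and 5.78e-09; 5.69e-08 in each over all; unadjusted p = 0.222 with an estimated correlation). The median was -0.06 in the libraries labelled 3-Tri males (adjusted p = 3.14e-17 over the authors' libraries and 5.77e-18 over all; adjusted p = 0.905 with an estimated correlation), with *Grin2a*, *Atp2b2* and *Syt1* at -0.20, -0.15 and -0.10. It was 0.06 in those labelled PND1 females (adjusted p = 0.00158; unadjusted p = 0.398 with an estimated correlation) and -0.01 in those labelled 3-Tri females (adjusted p = 0.47 and 0.54), with male minus female differences of -0.0543 at PND1 (3e-04; unadjusted p = 0.336) and -0.0814 in 3-Tri (1.83e-10; unadjusted p = 0.0749). No single target passed over all genes outside PND1 males, and 3 were lower in 3-Tri males by label when adjusted over the list alone. The authors' deposited tables give 3-Tri medians of -0.0303 in males and -0.0128 in females. By label, 12 of 24 libraries of 3-Tri carried the other sex's genes.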

Only two of the ASD databases showed no enrichment; ASD Module 5 (Gupta et al., 2014) and Satterstrom (Satterstrom et al., 2020).

**FIGURE 6:**
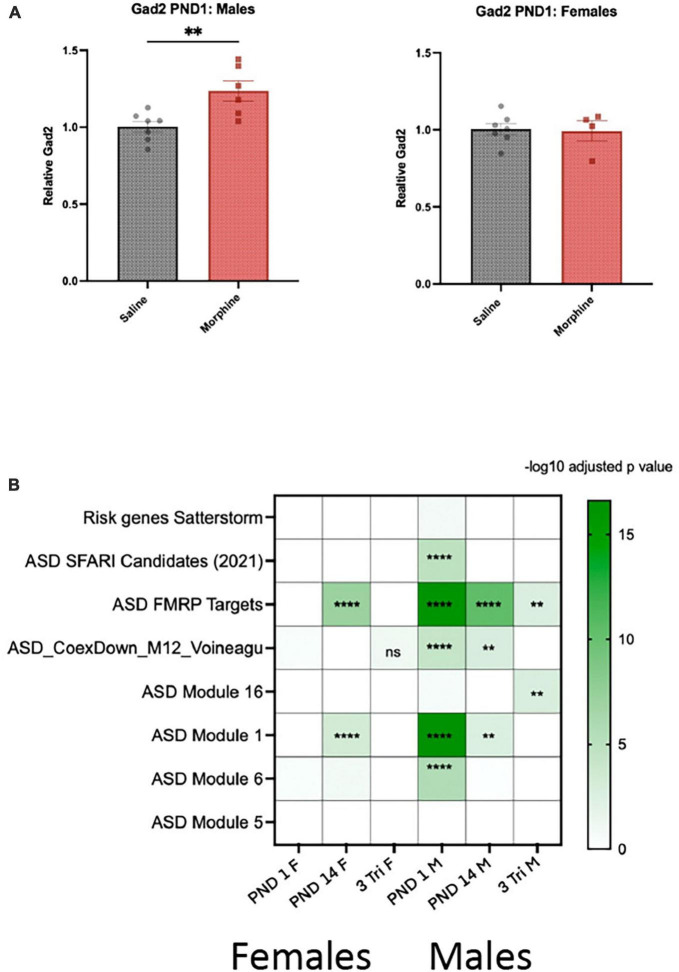
Gene expression and enrichment in ASD datasets **(A)** Gad2 mRNA was assayed by qPCR in PND1 males and females exposed *in utero* to either morphine or saline (*N* = 7M, saline; 6M, morphine; 7Fm saline; 4F, morphine). 2-tail *t*-test, *p* < 0.01 for males, N.S. for females. **(B)** Heatmap showing the FDR for the overlap between DEGs identified in females and males and genes related to autism. Overlap was computed using Fisher’s exact test. Color indicates the -log10 FDR obtained after the correction with Benjamini-Hochberg method. Overlaid asterisks indicate the significance as following: **FDR < 0.01; ****FDR < 0.0001. “ASD Candidates SFARI (2021)”: ASD genetic risk factors from the SFARI database (gene scores 1 to 3 and syndromic); from Abrahams et al.; “Risk genes Satterstorm”: high confidence risk genes described by Satterstrom et al.;“ASD_FMRPTargets”: FMRP (Fragile X mental retardation protein) binding targets from Darnell et al.; “ASD Module 12”: ASD-associated co-expression module 12 and “ASD Module 16”: ASD-associated co-expression module 16 from Voineagu et al.; “ASD Module 1”: ASD-associated co-expression module 1 and “ASD Module 6”: ASD-associated co-expression module 6 and “ASD Module 5”: ASD-associated co-expression module 5 from Gupta et al.

### Axonal Guidance Signaling pathways are impacted by all 3 morphine exposure paradigms

In the PND14 cohort, one of the most highly enriched GO Biological Process pathways in males was Myelination, and in the IPA Canonical Pathway analysis, Axonal Guidance Signaling was very prominent in multiple cohorts. 

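Genes of myelin and mature oligodendrocytes fell together with morphine in PND14 males. Over the authors' libraries 15 of 42 were lower and none higher, and over all libraries 13 were lower and none higher (32 lower when adjusted over the list alone), all 42 having a negative log2FC. The median was -0.40 over either set (camera, adjusted p = 1.88e-52 and 5.6e-53; adjusted p = 0.141 with an estimated correlation). In PND14 females the median was -0.16 over the authors' libraries (adjusted p = 1.81e-09) and -0.15 over all (5.65e-08; unadjusted p = 0.128 with an estimated correlation), with 0 members passing over all genes or over the list alone and 40 of 42 below 0. The male minus female difference was -0.226 (adjusted p = 2.5e-15; adjusted p = 0.649 with an estimated correlation). Markers of oligodendrocyte precursors had a median of -0.03 in these males (adjusted p = 0.0793 over the authors' libraries and 0.0889 over all), and 1 of 20 fell, *Gpr17*, a receptor of cells at the onset of differentiation, at -0.23 (adjPvalue = 0.0224 and 0.0366 from edgeR). Astrocyte markers had a median of -0.09 there (adjusted p = 6.75e-07 and 1.26e-06; adjusted p = 0.905 with an estimated correlation), with none of 24 passing alone, and the male minus female difference was -0.0704 (adjusted p = 0.00825; unadjusted p = 0.162). The sample IDs of the PND14 pups open with 4 numbers, each found with 1 drug only, and the mean log2 CPM of the myelin list in males was 5.16 and 5.11 in the pair of morphine numbers and 5.51 and 5.57 in the pair of saline numbers.

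**Figure D3:**
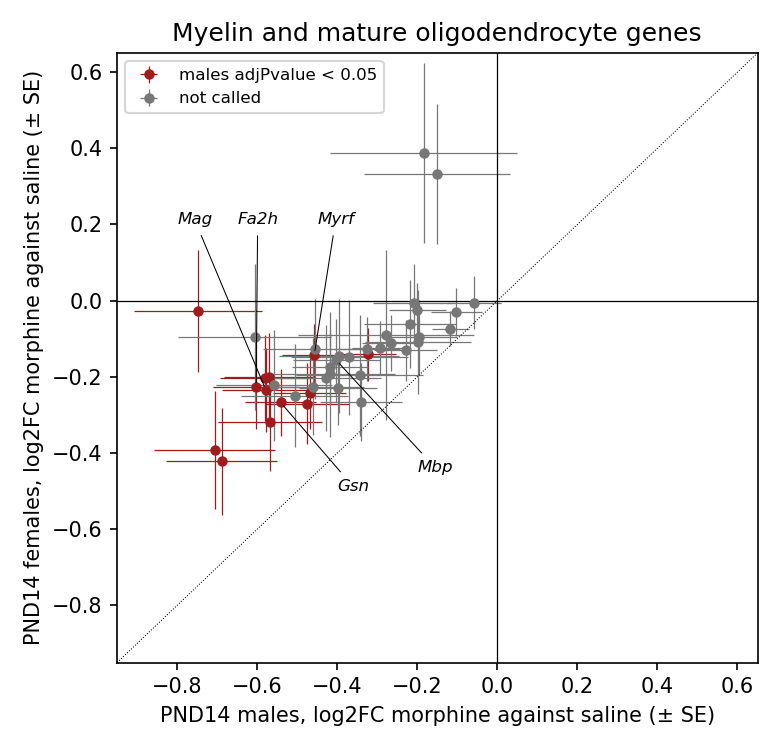
Log2FC of morphine against saline for the 42 genes of myelin and mature oligodendrocytes in PND14 males (x axis) and PND14 females (y axis), over all libraries, with SE bars. Red marks the 13 genes with an adjPvalue under 0.05 in males, and the dotted line is equality of the sexes. All 42 lie below 0 in males and 40 in females.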

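*Tcf7l2*, a transcription factor of the Wnt pathway, was itself at a log2FC of 0.12 in PND14 males (SE 0.13, adjPvalue = 0.812 over the authors' libraries and 0.846 over all, from edgeR) and 0.18 in PND14 females over the authors' libraries (adjPvalue = 0.701; 0.22 and 0.558 over all). *Sox2*, a transcription factor of neural progenitors and glia, was at 0.04 in PND14 males (adjPvalue = 0.849 and 0.877) and -0.00 in PND14 females (0.998, and 0.956 over all). They were at -0.03 (adjPvalue = 0.863) and -0.07 (adjPvalue = 0.496) in the libraries labelled PND1 males.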

Analysis of IPA Upstream Regulators highlighted *Tcf7l2* (Figure 7A) and *Sox2*, both known to be involved in myelination and/or oligodendroglial differentiation (Fu et al., 2012; Zhang S. et al., 2018). 

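*Fa2h*, which makes the hydroxylated lipids of myelin, was at 27.9 ± 6.49 CPM with morphine (SD, n = 6) and 41.9 ± 5.01 CPM with saline (SD, n = 6) in PND14 males, a log2FC of -0.60 (adjPvalue = 0.0115 over the authors' libraries and 0.0133 over all, from edgeR). In PND14 females its log2FC was -0.27 over the authors' libraries and -0.23 over all (adjPvalue = 0.506 and 0.478). The male call of *Fa2h* ended without the ID number 4423 (adjPvalue = 0.141), 4424 (0.106) or 4425 (0.953). Its log2FC was then -0.59, -0.64 and -0.56. Of the 40 myelin genes measured at PND1 by label, 3 were higher in males and none in females, with list medians of 0.05 (camera, adjusted p = 0.231) and -0.04 (adjusted p = 0.468), and the male list passed after the GC and length correction (median 0.09, adjusted p = 0.0397). The libraries labelled 3-Tri had no DEG among the 42, with medians of 0.04 in males and 0.01 in females over the authors' libraries (adjusted p = 0.489 and 0.973). Without the libraries whose sex genes went against the label, the male list was lower, with a median of -0.10 (adjusted p = 0.00367). That fit left out 4 of the 6 morphine males, and sex genes cannot check the drug of those kept. The authors' deposited tables list 20 of these 42 genes as lower in PND14 males, and 1 in each sex of 3-Tri. Their medians for the list are -0.401 in PND14 males and -0.165 in PND14 females. In 3-Tri they are -0.121 in males and -0.156 in females, unlike the medians by label.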

The top DEGs in both sexes following all three opioid exposures contained multiple, but different, myelin-associated genes, most prominently demonstrated by the IPA map of DEGs regulated by *Tcf7l2* in PND14 males, almost all of which were downregulated, indicated in green. *Mbp*, encoding myelin basic protein, narrowly missed the cutoff, with a log2FC of (-)0.40 and a an adjPvalue = 0.06.

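*Mbp* lies on chromosome 18 of mm10 from 82475146 to 82585637. In PND14 males it was at 1556 ± 331 CPM with morphine (SD, n = 6) and 2055 ± 217 CPM with saline (SD, n = 6), below every saline library in 5 of 6. Its log2FC was -0.40 (SE 0.11, adjPvalue = 0.105 over the authors' libraries and 0.12 over all, from edgeR). In PND14 females it was -0.19 over the authors' libraries and -0.16 over all (adjPvalue = 0.636 and 0.621).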

**FIGURE 7:**
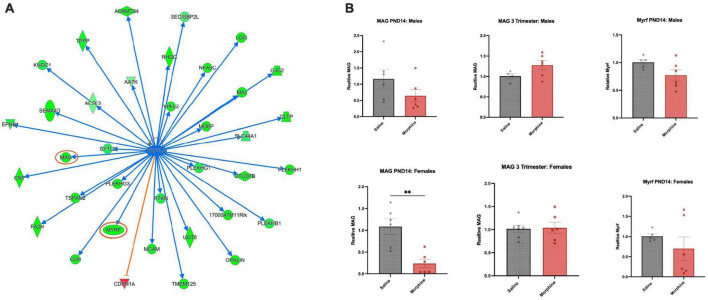
Common regulator and gene validation **(A)** Common upstream regulator Tcf7l2, a transcription factor, is an IPA-predicted upstream regulator across multiple groups and shown here are genes predicted to be regulated in PND14 males (green = down; red = up). The graphs and networks of Tcf7l2 was obtained through the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics./com/products/ingenuity-pathway-analysis, accessed on 5 February 2023). **(B)** DEG validation *Mag and Myrf* mRNAs were assayed in PND14 males and females after saline or morphine exposure, and *Mag mRNA* was assayed in 3-trimester males and females, saline and morphine exposed. *N* = 4–7; 2-tail *t*-test, ^**^p < 0.01, otherwise not significant.

We assayed several of the DEGs using qPCR, with the knowledge that qPCR validation of DEGs derived from bulk RNA preparation and with such low log2FC values is notoriously difficult. Myelin regulatory factor (*Myrf*), a transcription factor required for late stages of oligodendroglial differentiation (Emery et al., 2009), trended toward down-regulation in morphine treated PND14 males. 

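In the sequenced libraries of PND14 males, *Myrf*, on chromosome 19 of mm10 from 10208272 to 10240748, was at 43.9 ± 7.90 CPM with morphine (SD, n = 6) and 60.1 ± 3.80 CPM with saline (SD, n = 6). Its log2FC was -0.46 (SE 0.082, adjPvalue = 0.0122 over the authors' libraries and 0.0124 over all, from edgeR), below every saline library in 6 of 6. In PND14 females the log2FC was -0.13 over the authors' libraries (adjPvalue = 0.678) and -0.14 over all (adjPvalue = 0.554). The male call of *Myrf* ended without the ID number 4424 (adjPvalue = 0.106) or 4425 (0.968), where no gene passed in males. Its log2FC was then -0.50 and -0.41. *Mag*, on chromosome 7 of mm10 from 30899176 to 30914873, was at 143 ± 31.2 CPM with morphine (SD, n = 6) and 214 ± 24.1 CPM with saline (SD, n = 6) in the males. Its log2FC was -0.58 (SE 0.11, adjPvalue = 0.0188 over the authors' libraries and 0.0191 over all, from edgeR), below every saline library in 6 of 6. In PND14 females it was -0.23 (SE 0.12 and adjPvalue = 0.574 over the authors' libraries, adjPvalue = 0.461 over all). The male call of *Mag* ended without the ID number 4423 (adjPvalue = 0.07), 4424 (0.14) or 4425 (0.968). Its log2FC was then -0.54, -0.62 and -0.53. *Mag* had a male minus female difference of -0.34 over all libraries and did not pass (adjPvalue = 1).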

Surprisingly, myelin associated glycoprotein (*Mag*), a constituent of compact myelin which inhibits neurite outgrowth (Quarles, 2007), was unchanged in morphine treated PND14 males, but significantly downregulated in PND14 females, despite the fact that it was unchanged in the RNA sequencing analysis in females. Consistent with the RNA sequencing data, *Myrf* and *Mag* mRNA levels were unchanged in both the male and female 3-trimester cohorts (Figure 7B).

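By label, *Mag* was at 196 ± 30.2 CPM with morphine and 193 ± 23.5 CPM with saline in 3-Tri males (SD, n = 6 each), and at 185 ± 24.8 and 185 ± 27.8 CPM in 3-Tri females. *Myrf* was at 56.2 ± 6.32 and 60.2 ± 6.08 CPM in 3-Tri males and 56.0 ± 6.09 and 56.5 ± 7.49 CPM in 3-Tri females. The log2FC in males were 0.05 for *Mag* (SE 0.11) and -0.06 for *Myrf* (SE 0.084) over the authors' libraries and 0.03 and -0.08 over all, and in females -0.00 and -0.01 over both sets. None passed by edgeR's test (adjPvalue of 0.953 or above).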

### 3-trimester NOWS does not alter affective behaviors in adulthood

We proceeded to assay behaviors commonly examined in animal models of *in utero*/perinatal opioid exposure, with the knowledge that analysis of the RNA seq data yielded data consistent with an impact on developmental pathways, including neuronal circuitry, that might alter adult behavior. Prior work had reported that gestational exposure to opioids increases anxiety- and depressive-like behavior in adolescence and adulthood (Klausz et al., 2011; Ahmadalipour et al., 2015), while others have reported the opposite or no effect (Walters et al., 2005; McPherson et al., 2007; Tan et al., 2015). Therefore, we investigated behaviors related to these phenotypes in our NOWS mice using the elevated zero maze, forced swim test, and development of learned helplessness.

In the elevated zero maze, there was no difference in the time spent in the open arms between adult saline and NOWS mice of either sex (Figure 8A) or in the number of entries into the open arms (Figure 8B). In the tail suspension test, there was no difference in the time spent immobile between saline and NOWS mice of either sex (Figure 8C). In a learned helplessness paradigm, there was no difference between saline and NOWS mice of either sex in the number of failures to escape (Figure 8D) or the average escape latency across trials in the test period (Figures 8E, F).

**FIGURE 8:**
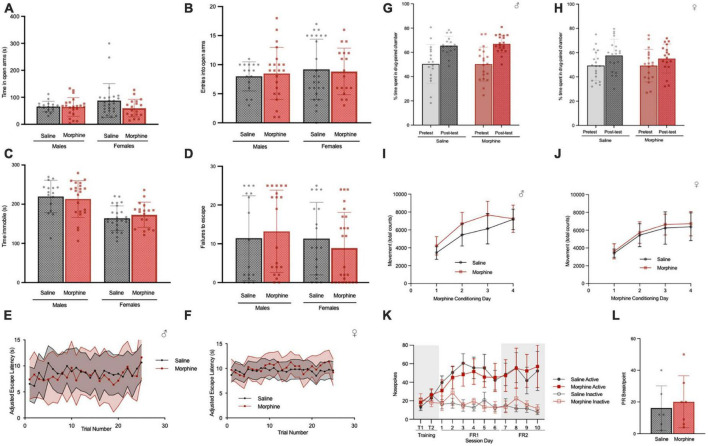
3-trimester NOWS does not alter affective behavior or reward/reinstatement in adulthood. **(A)** Time spent in open arms in the elevated zero, during 5-min total test. For males, there was no effect of NOWS treatment (Effect size = 0.002). For females, there was a modest effect of NOWS treatment [F(1,41) = 2.9, *p* < 0.1]. **(B)** Entries into the open arm during elevated zero maze. There was no effect of NOWS treatment in either sex (Males, Effect Size = 0.008, Females, Effect Size = 0.02). **(C)** Time immobile in the tail-suspension test. There was no effect by NOWS treatment in either sex (Males, Effect Size = 0.005; Females, Effect Size = 0.04). **(D)** Number of failures to escape foot shock in a learned helplessness test. There was no effect of NOWS treatment in either sex (Males, Effect Size = 0.005; Females, Effect Size = 0.02). **(E,F)** Escape latency over 25 trials in the learned helplessness test. There was no effect of NOWS treatment in males (Effect size = 0.03) or females (Effect size = 0.02). **(G)** Morphine conditioned-place preference in male adult mice. There was a significant effect of CPP session [F(1,34) = 36.1, *p* < 0.001] but no effect of NOWS treatment. **(H)** Morphine conditioned-place preference in female adult mice. There was a significant effect of CPP session [F (1,38) = 8.4, *p* < 0.01], but no effect of NOWS treatment. **(I)** Locomotor sensitization during CPP morphine conditioning sessions in male mice. There was a significant effect of conditioning session [F(3,105), *p* < 0.001], but no effect of NOWS treatment. There was a modest NOWS x session interaction [F(3,105) = 2.3, *p* < 0.1]. **(J)** Locomotor sensitization during CPP morphine conditioning sessions in female mice. There was a significant effect of conditioning session [F(3,117) = 145.3, *p* < 0.001], but no effect of NOWS treatment. **(K)** Number of nose pokes in daily 2-h remifentanil (0.1 mg/kg/infusion) IV-self-administration sessions. Sessions included 2 training sessions in which both nose pokes delivered drug infusions, 6 sessions of FR1 reinforcement and 4 sessions of FR2 reinforcement. There was a significant effect of session [F(10,110) = 11.4, *p* < 0.001], but no effect of NOWS treatment. **(L)** Breakpoint for progressive ratio with 0.1 mg/kg/infusion remifentanil. There was no effect of NOWS treatment on PR breakpoint. All data was generated from 16 total litters (6 saline, 10 NOWS).

### 3-trimester NOWS does not alter response to opioids in adulthood

Saline and NOWS adult mice were tested for morphine reward using the conditioned place preference (CPP) procedure. Using a dose of morphine previously shown to elicit CPP (Walters et al., 2005), we found both saline and NOWS mice exhibit a robust preference for the morphine paired side of the chamber regardless of sex (Figure 8G, H). Additionally, there was no difference in the development of locomotor sensitization during CPP conditioning sessions in either male (Figure 8I) or female mice (Figure 8J). To determine if contingent administration of a clinically relevant opioid in adulthood is impacted by 3-trimester opioid exposure, saline and NOWS mice underwent 10 days of remifentanil self-administration (0.1 mg/kg/infusions) in 2-h daily sessions. There was no difference between sex or treatment in the number of nose pokes, or the amount of drug infused, during the training, FR1, or FR2 portions of the self-administration test (Figure 8K). Additionally, there was no difference in the progressive ratio breakpoint between NOWS and saline mice (Figure 8L).

### 3-trimester NOWS alters social behavior in adulthood in a sex-dependent manner

While there is no identified association between *in utero* opioid exposure and Autism Spectrum Disorders (ASD) in humans, we had identified an overlap with ASD datasets in our transcriptome analysis detailed above (Figure 4). Therefore, we tested whether 3-trimester opioid exposure and subsequent withdrawal causes specific behaviors associated with neurodevelopmental disorders like ASD (Hol et al., 1996; Niesink et al., 1996). In a 3-chamber social affiliation assay, we found that male NOWS mice displayed a significant preference to interact with the non-social cylinder compared to the social cylinder (Figure 9A). In contrast, female NOWS mice showed a significant preference for the cylinder when the stimulus mouse was present (Figure 9B).

**FIGURE 9:**
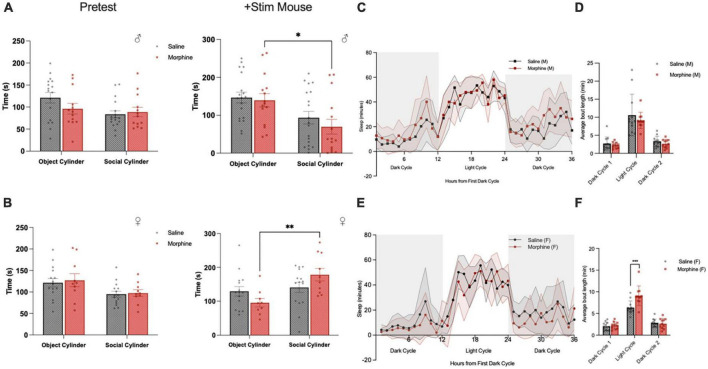
3-Trimester NOWS alters social and sleep behavior in adulthood. **(A)** Time spent interacting with the object-paired and social-paired cylinder in 3-chamber social affiliation test in males during the pretest (empty cylinder phase) and with addition of a stimulus mouse. During the stimulus mouse phase, there was a significant effect of session [F(1, 18) = 13.3, *p < 0.05], but no session x NOWS treatment interaction [F(1, 10) = 0.23, *p* > 0.05]. *Post hoc* analysis revealed morphine males spent significantly less time interacting with the social cylinder than the object cylinder (*p* < 0.05), but there was no significant difference in saline males. **(B)** Time spent interacting with the object-paired and social-paired cylinder in 3-chamber social affiliation test in females during the pretest (empty cylinder phase) and with addition of a stimulus mouse. During the stimulus mouse phase, there was a significant effect of session [F(1, 45) = 8.8, **p < 0.01] and a significant session x NOWS treatment interaction [F(1, 45) = 5.1, *p* < 0.05]. *Post hoc* analysis revealed morphine females spent significantly more time interacting with the social cylinder than the object cylinder (*p* < 0.01), but there was no significant difference in saline males. **(C)** Time spent sleeping, as measured by the COMPASS system, in male mice. There was a significant effect of time [F(35,770) = 38.2, *p* < 0.001], and a significant time x NOWS treatment interaction [F(35,770) = 1.7, *p* < 0.01]. **(D)** Average sleep bout length in each light and dark period in male mice. There was a significant effect of time [F(2,44) = 1.6, *p* < 0.001], but no effect of NOWS treatment. **(E)** Time spent sleeping, as measured by the COMPASS system, in female mice. There was a significant effect of time [F(35,735) = 33.6, *p* < 0.001] and a modest time x NOWS treatment interaction [F(35,735) = 1.4, *p* < 0.1]. **(F)** Average sleep bout length in each light and dark period in female mice. There was a significant effect of time [F(2,52.6) = 139.9, *p* < 0.001], and a significant time x NOWS treatment interaction [F(2,52.6) = 9.3, *p* < 0.001]. *Post hoc* analysis revealed a significant difference in sleep bout length between NOWS and saline mice during the light period [χ2(1, *N* = 23) = 16.54, ***p < 0.001]. All data was generated from 11 total litters (6 saline, 7 NOWS).

### 3-trimester NOWS alters sleep patterns

To explore other phenotypes associated with ASD, we examined sleep behaviors, which to our knowledge have not previously been assayed in mouse models of *in utero*/post-natal opioid exposure. Sleep was defined as 40 consecutive seconds or more of inactivity as measured by the COMPASS system, which has been shown to correlate with EEG sleep measures in mice (Brown et al., 2016). Male NOWS mice exhibited significantly different sleep-wake patterns than saline mice over a 36-h period that included two dark periods and one light period (Figure 9C). There was no effect in NOWS males in the length of sleep bouts (Figure 9D). However, in female mice, there was no difference in overall sleep patterns between NOWS and saline mice (Figure 9E), but female NOWS mice had significantly longer sleep bouts during the light period compared to saline mice (Figure 9F).

## Discussion

We describe a 3-trimester human equivalent mouse model of *in utero* and post-natal opioid exposure, and subsequent neonatal opioid withdrawal syndrome (NOWS), with unique construct validity. Mice that were exposed to morphine throughout all 3-human equivalent trimesters developed phenotypes that mimic many aspects of human opioid exposure and NOWS, including decreased body weight, delayed early developmental milestones, and a robust physical withdrawal response that included increased vocalizations, somatic disturbances and thermosensitivity. Together, these phenotypes demonstrate that this preclinical model has strong face validity and reproducibility (see Supplementary Figure 1).

A recent review of preclinical NOWS models in which the duration of morphine exposure was limited to gestational exposure did not show changes in body weight or delays in developmental milestones (Byrnes and Vassoler, 2018). However, opioid exposure restricted to the third trimester-equivalent (PND1–14) can produce opioid withdrawal-related phenotypes including thermal hyperalgesia and altered ultrasonic vocalization (USV) (Borrelli et al., 2021). This suggests that while the full, 3-trimester morphine exposure model described herein has more severe developmental effects relative to models with more limited exposure, exposure during the critical third trimester alone may be sufficient to produce withdrawal symptoms. Notably, clinical withdrawal is less prevalent in infants born prematurely, emphasizing the significance of exposure during the third trimester to NOWS (Ruwanpathirana et al., 2015).

Although the variable appearance of NOWS in infants exposed to opioids *in utero* is incontrovertible, and preclinical models demonstrating spontaneous withdrawal are accumulating, the presence or absence and nature of long-term effects remain controversial (Conradt et al., 2019). Recent studies show perinatal opioid exposure impacts affective behaviors in adolescence (Alipio et al., 2021, 2022), but long term effects in adulthood are not observed (Minakova et al., 2022). Challenges in identifying effects of prenatal opioids in a clinical setting include the wide variability in choice of opioid, the presence of polypharmacy in a majority of opioid-addicted mothers, and the varying socioeconomic circumstances of the children (Weller et al., 2021). Importantly, behavioral deficits are observed in children exposed to opioids *in utero* but raised by an adoptive parent (Ornoy et al., 2001), demonstrating that early opioid-induced alterations in CNS function may supersede parental environment as a critical factor. Thus, preclinical models are useful in the delineation of prenatal “opioid only effects.” However, even rodent models are plagued by wide variability, including, but not restricted to, choice of opioids, mode, level, and duration of exposure, care of litters, and choice of behavior assays. For example, there are animal models of prenatal opioid exposure demonstrating long-term anxiogenic, depressive and reward-altering effects (Ahmadalipour et al., 2015), while others have reported the opposite or no effect (Craig and Bajic, 2015). One review noted that most observations of long-term effects are not consistent, and when they were detected, were often relatively small and only found in one sex (Fodor et al., 2014). It is also possible that the rodent assays being used by investigators, ourselves included, do not detect what are perhaps becoming the most recognized deficits in children exposed *in utero* to opioids, namely, hyperactivity, attention deficits, and overall “behavior problems” (Boggess and Risher, 2022).

Our model showed no significant differences in affective or opioid-related behaviors tested in adulthood, despite the high levels of morphine exposure during development and the robust withdrawal phenotype. However, we did observe alterations in social affiliative behavior. While males NOWS mice showed a significant decrease in social preference, female NOWS mice displayed a significant increase in social preference, indicating a potentially adaptive response after the 3-trimester exposure and subsequent withdrawal. Of note, saline treated mice in this assay did not exhibit the expected social affiliation in this assay (Figure 9A). However, when naïve mice were tested, trends for the expected social affiliative behavior were observed (Supplementary Figure 8). As our model involves twice-daily injections through PND14, the lack of response in saline treated mice may be an effect of early-life injection stress. Regardless, early life exposure with morphine clearly alters social behavior in both males and females.

Female NOWS mice had significantly longer sleep bouts than saline female mice, and fragmented sleep is associated with poor health and inflammation (Trammell et al., 2014), suggesting an adaptive response of sleep patterns. One recent study of early-life maternal separation and handling stress demonstrated that early-life stress increased social preference in male and female mice (Bondar et al., 2018); however, overall there are very few preclinical or clinical studies investigating positive adaptations after prenatal opioid exposure, or other early-life stressors.

In addition to the long-lasting alterations in social behavior, we report the first comprehensive RNA sequencing analysis of the *in vivo* transcriptomic effects in the forebrain of *in utero* opioid exposure in mice. These datasets are highly novel in that they directly compare three commonly used exposure protocols, i.e., *in utero* only (PND1), post-natal only (PND 14), and a combination of the two (3-Tri). Recently, there have been attempts to use translationally relevant models of NOWS both in terms of drug(s) of choice and duration of exposure, and although human exposure generally encompasses all 3 trimesters, there are increased attempts to detoxify pregnant patients in place of opioid agonist therapy (Macfie et al., 2020). Thus, knowing the extent of gene expression changes at various times throughout pregnancy is important. Despite the minimal amplitude of gene alterations, these data were in line with the few other RNA seq data derived from animals with *in utero* or post-natal opioid exposure (Odegaard et al., 2020; Borrelli et al., 2021). Although we were concerned that using whole hemisphere RNA would obscure regional DEGs, it is notable that despite targeted sequencing, either from brainstem or nucleus accumbens, our data conforms to many of the same identified pathways as those identified in previously published studies.

We compared our pathway gene ontology, and differential expression (DE) analyses to curated datasets from the literature. These data were mostly derived from adult animals, either analyzing gene expression following chronic opioid exposure and/or withdrawal (Zhang et al., 2017; Yuferov et al., 2018; Zhang Y. et al., 2018; Odegaard et al., 2020; Borrelli et al., 2021; Jiang et al., 2021; Liu et al., 2021; Mendez et al., 2021; Radhakrishna et al., 2021; Seney et al., 2021; Townsend et al., 2021; Coffey et al., 2022; Corradin et al., 2022; Fox et al., 2022; Toorie et al., 2022). The following cutoffs were used to filter datasets in the literature: IPA pathways [−log(*p*-value) > 1.3], GO terms (*p*-value < 0.05), and DEGs (nominal and/or adjusted *p*-value < 0.05). For the IPA and GO analysis, we searched available datasets for canonical pathways and GO terms that contained keywords related to our study and met our cutoff criteria.

Comparing canonical pathways, the CREB Signaling pathway, Opioid Signaling pathway, Synaptogenesis, Ephrin Receptor Signaling, and Semaphorin Neuronal Repulsive Signaling were enriched among differentially expressed gene in our data and in published studies pertaining to opioid exposure and withdrawal. When analyzing upstream regulators, CREB1 stands out in the PND1 and PND14 groups, but is less important in the 3-trimester exposure paradigm. CREB is a well characterized transcriptional regulator associated with opioid exposure and behavior in adulthood (Blendy and Maldonado, 1998; Walters et al., 2005; Lardner et al., 2021), and thus its prevalence following *in utero* or PND14 exposure suggests important roles in developmental opioid exposure as well. Interestingly, TP53 was identified in all six of our datasets, and was highlighted in a study from human adult brains with a focus on angiogenesis and cytokine signaling (Mendez et al., 2021). 

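*C1qc*, a complement gene of microglia, was lower in the libraries labelled PND1 males, with a log2FC of -0.36 (SE 0.0822, adjPvalue = 0.00464 from edgeR), the only one of 24 microglial markers to pass there. The list's median was 0.04 (camera, adjusted p = 0.938), and -0.07 in those labelled PND1 females (adjusted p = 0.24). In PND14 females microglial markers were lower as a list, with a median of -0.06 over the authors' libraries and -0.07 over all (adjusted p = 0.0131 and 0.00281; unadjusted p = 0.112 with an estimated correlation), none passing alone and 1, *Cx3cr1*, when adjusted over the list alone, and the sexes did not differ (adjusted p = 0.0992). In PND14 males and in 3-Tri by label the list did not pass (adjusted p = 0.294, 0.813 and 0.379 over the authors' libraries). It was lower in 3-Tri females without the libraries whose sex genes went against the label (4.01e-05). That fit left out 4 of the 6 morphine females, and sex genes cannot check the drug of those kept. *Tgfb1* itself was at -0.11 and 0.16 in PND1 males and females by label (adjPvalue = 0.49 and 0.59 from edgeR) and at -0.02 in PND14 males (adjPvalue = 0.977 over all libraries).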

Although cytokine signaling was not directly obvious in our datasets, phagosome formation was a prominent IPA pathway, implicating a microglial response, as does TGFB1 as an upstream regulator. The identification of levodopa as an upstream regulator is of course consistent with the long recognized key role of the neurotransmitter dopamine in opioid effects (Koob, 1992).

Similar to IPA canonical terms, there was overlap of multiple GO terms identified in our data with those in the literature. These included the GO biological process “Neuron-neuron Synaptic Transmission” which appeared in more than one publication, highlighting the role of synaptic plasticity in response to opioids at all ages. GO terms relating to mitochondrial functioning, regulation of membrane potential, immune response, angiogenesis, and extracellular matrix organization also overlapped with multiple reports. 

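*Slc6a6*, the taurine transporter, was lower in the libraries labelled PND1 males, at 243 ± 14.4 CPM with morphine (SD, n = 6) and 270 ± 16.5 CPM with saline (SD, n = 7), a log2FC of -0.15 (SE 0.0506, adjPvalue = 0.0438 from edgeR). The call ended after the GC and length correction (log2FC -0.14, adjPvalue = 0.0658) and without any 1 of male morphine replicates 5, 7, 8 and 9 or male saline replicates 9, 10, 11 and 14 (adjPvalue = 0.0543 to 0.0903). *Fnbp1l* and *Hspa5* had log2FC of 0.10 and 0.10 there (adjPvalue = 0.0986 and 0.352), *Scn2b* 0.08 (0.733), *Mmp17* -0.08 (0.576) and *Serpinh1* -0.15 (0.21). In PND14 males *Scn2b*, a sodium channel subunit, had -0.22 (SE 0.069 and adjPvalue = 0.182 over the authors' libraries, 0.245 over all). By label in 3-Tri, the chaperone *Hspa5* had -0.03 in males and 0.01 in females over the authors' libraries, and *Serpinh1*, a collagen chaperone, had -0.00 and -0.10, with adjPvalues of 1. The authors' deposited tables give *Hspa5* -0.31 and -0.15, *Serpinh1* -0.47 and -0.29 and *Slc6a6* 0.20 and 0.18 in 3-Tri males and females, with adjPvalues of 1.27e-08 to 0.0285.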

Finally, we searched for DEGs that appeared more than once in the literature and found using the adjusted *p*-value as a cutoff that only 6 genes (*Fnbp1l, Hspa5*, *Mmp17*, *Scn2b, Serpinh1*, *Slc6a6*) overlapped with DEGs from two publications. Regional, bulk cell-type, and single cell sequencing are likely to highlight more specific pathways in the future, for example, in the dopamine and microglial systems. We conclude that *in utero* or early post-natal exposure to specific opioids has the capacity to impact neuronal circuity (Salzwedel et al., 2020; Radhakrishnan et al., 2022; Vishnubhotla et al., 2022) with long-lasting effects in select behaviors that outlast the alterations to gene activation. The comparisons of perinatal and adult datasets highlight the large number of diverse genes that contribute to various pathways, so that phenotypic responses may overlap considerably more than transcriptional responses. Notably, an unbiased transcriptomics approach led us to assay specific behaviors which turned out to be impacted by morphine exposure, i.e., social preference and sleep patterns. The overlap with ASD genetic and transcriptome studies are excellent clues warranting further investigation into specific genes, pathways, and mechanisms which might be impacting these behaviors in NOWS. In addition to the relevance of GABA pathways discussed above, perturbations in mitochondrial function and oxidative phosphorylation are increasingly recognized as sources of neurodevelopmental abnormalities as they play a role in multiple processes, including neurogenesis, cell migration, and axonal development (Lin-Hendel et al., 2016) and interneuron development (Khacho et al., 2019). A large proportion of the interneurons are GABAergic, thereby linking some of the pathways. RNA sequencing was performed on equal numbers of male and female samples, so the differences between sexes in the RNA sequencing results are intriguing, as the sex-dependent vulnerability to neonatal opioid withdrawal syndrome requiring therapy and/or long-term effects of *in utero* opioid exposure remain as open questions (Byrnes and Vassoler, 2018; Weller et al., 2021) despite the fact that pre-clinical models almost all show sex differences.

We used morphine, a short-acting full opioid agonist, to model continuous opioid exposure. The long-term effects identified here may differ from those caused by the partial agonist buprenorphine, or the long-lasting agonist methadone, which are used to treat opioid use disorder during pregnancy. In fact, specific differences between these drugs on the impact of *in utero*/perinatal exposure on myelination have already been documented (Velasco et al., 2021). Although there is a move toward non-pharmacologic interventions, opioid maintenance and taper are still widely used for acute, symptomatic NOWS in humans. It is unclear whether the long-term effects identified here are caused by opioid exposure itself, or the negative early-life experience of withdrawal. Future studies investigating the effect of treating withdrawal symptoms in this paradigm will be important for answering these mechanistic questions and understanding how to better prevent potential long-term consequences of NOWS.

We found here that NOWS affects neurodevelopment in a way that is similar to many other early-life exposure models, including early-life stress, maternal immune activation, and maternal high fat diet, leading to changes in social and sleep behavior. Notably, the severe NOWS phenotype in our model did not cause any changes in adult drug seeking or affective behaviors. In fact, we would argue that the gene expression changes, and long-term behavior consequences were milder than anticipated. These data imply that *in utero* exposure to opioids alone may not account for many of the abnormalities noted in clinical practice, and additional research is necessary to study the effects on the fetus and the molecular mechanisms associated with polypharmacy in pregnant patients.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary material.

## Ethics statement

The animal study was reviewed and approved by the University of Pennsylvania Animal Care and Use Committee and were in compliance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals.

## Author contributions

AD, SR, MEE, and JAB conceived and designed the experiments. AD, SR, CL, JM, and JF performed the experiments and analyzed the data. JC-M, CN, ME, and AR performed -omics analysis. ML and JH performed morphine measurements. JKB contributed statistical analysis. AD, MEE, and JAB wrote the manuscript. SR and JF edited and provided critical feedback on the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Molecular and long-term behavioral consequences of neonatal opioid exposure and withdrawal in mice
**Source:** Front Behav Neurosci. 2023 Jun 21;17:1202099. doi: 10.3389/fnbeh.2023.1202099
**Supplement:** Supplementary file 1

| Developmental Milestones      |                  |              |             |                        |             |                     |                  |     |
|-------------------------------|------------------|--------------|-------------|------------------------|-------------|---------------------|------------------|-----|
| Figure 1 Cohort 1             |                  |              | Body Weight | Forelimb Grasp         | Eye Opening | Extinguish Pivoting | Surface Righting |     |
| Females                       | 16               | 18           | Females     | ns                     | ***         | ns                  | *                | ns  |
| Males                         | 9                | 24           | Males       | *** (time x treatment) | ns          | *                   | ****             | **  |
|                               |                  |              | 2-way ANOVA |                        | t-test      |                     |                  |     |
| Figure 8 Cohort 2             |                  |              | Body Weight | Forelimb Grasp         | Eye Opening | Extinguish Pivoting | Surface Righting |     |
| Females                       | 14               | 6            | Females     | ***                    | ns          | ns                  | ns               | *   |
| Males                         | 5                | 11           | Males       | ****                   | **          | *                   | *                | *   |
| Figure 8 Cohort 3             |                  |              | Body Weight | Forelimb Grasp         | Eye Opening | Extinguish Pivoting | Surface Righting |     |
| Females                       | 4                | 17           | Females     | ****                   | **          | ns                  | ns               | ns  |
| Males                         | 3                | 15           | Males       | ****                   | *           | ns                  | *                | *   |
| Figure 9 Cohort 4             |                  |              | Body Weight | Forelimb Grasp         | Eye Opening | Extinguish Pivoting | Surface Righting |     |
| Females                       | 16               | 11           | Females     | **                     | N/A         | N/A                 | N/A              | N/A |
| Males                         | 19               | 15           | Males       | ****                   | N/A         | N/A                 | N/A              | N/A |
|                               |                  |              | 2-way ANOVA |                        | t-test      |                     |                  |     |
| Figure 1 Cohort 1             |                  |              | Sal         | Mor                    |             |                     |                  |     |
| Mixed Sexes                   | 25               | 42           |             |                        |             |                     |                  |     |
| Withdrawal                    |                  |              |             |                        |             |                     |                  |     |
| Somatic Withdrawal            | Hotplate Latency | USV Bins     |             |                        |             |                     |                  |     |
| 8 hours: ns                   | 8 hours: *       | 8 hours: **  |             |                        |             |                     |                  |     |
| 24 hours: **                  | 24 hours: **     | 24 hours: ** |             |                        |             |                     |                  |     |
| 48 hours: ns                  | 48 hours: ns     | 48 hours: ** |             |                        |             |                     |                  |     |
| Overall: * (time x treatment) |                  | Overall: *** | Overall: *  |                        |             |                     |                  |     |
| Linear Mixed-Effects Model    |                  |              |             |                        |             |                     |                  |     |
| Somatic Withdrawal            | Hotplate Latency | USV Bins     |             |                        |             |                     |                  |     |
| ns                            | ****             | ns           |             |                        |             |                     |                  |     |
| ns                            | **               | *            |             |                        |             |                     |                  |     |
| Somatic Withdrawal            | Hotplate Latency | USV Bins     |             |                        |             |                     |                  |     |
| ns                            | ns               | *            |             |                        |             |                     |                  |     |
| ns                            | **               | **           |             |                        |             |                     |                  |     |
| Somatic Withdrawal            | Hotplate Latency | USV Bins     |             |                        |             |                     |                  |     |
| N/A                           | **               | *            |             |                        |             |                     |                  |     |
| N/A                           | *                | ****         |             |                        |             |                     |                  |     |
| t-test                        |                  |              |             |                        |             |                     |                  |     |

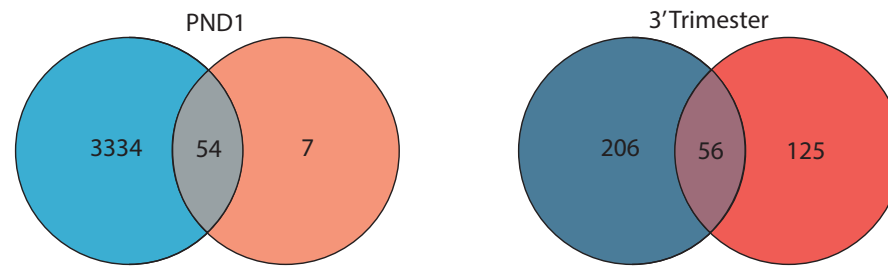

**Supplemental Figure 2 Venn diagrams** Low levels of DEG (Adj p value <0.05) across treatment group (labeled) and across sex ( blue = male; orange = female)

**Supplemental Fig 3:**  
Top 3 Gene Ontology  
Biological Processes Up-  
regulated processes (red) and  
and Down-regulated  
processed (blue)  
in females from all three  
exposure protocols, cutoff  
 $p_{Adj} < 0.05$  for DEGs,  
showing adjPvalue on X  
axes, cutoff = 1.2.

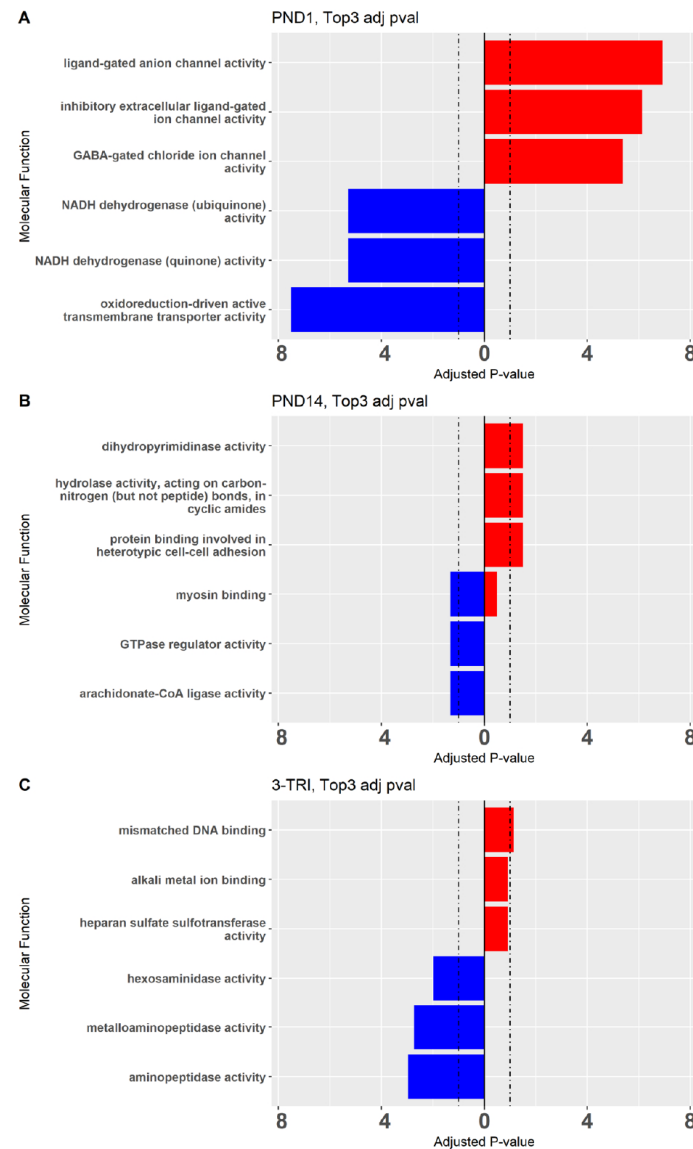

## GO Molecular

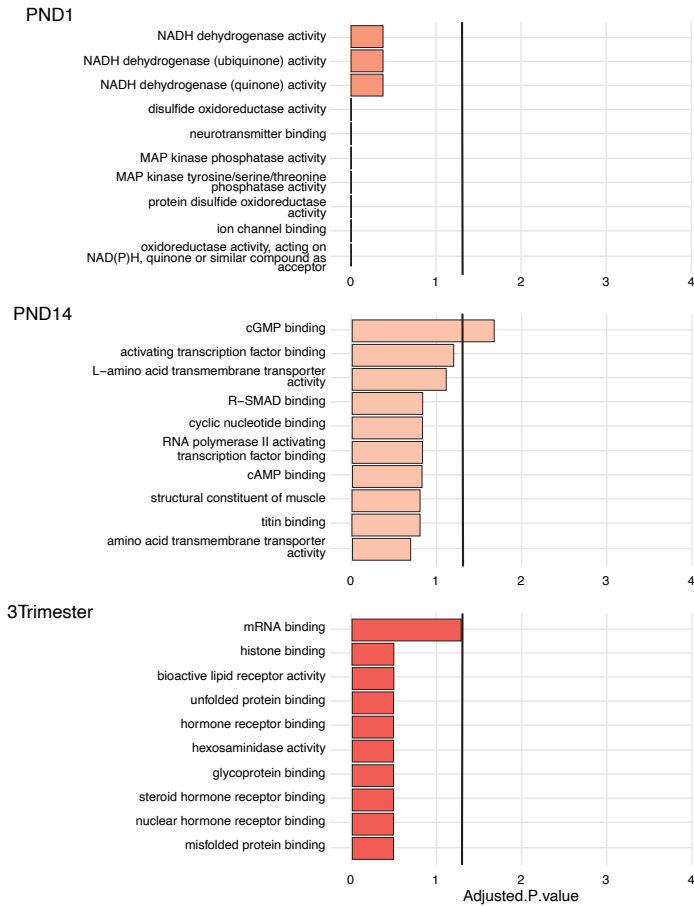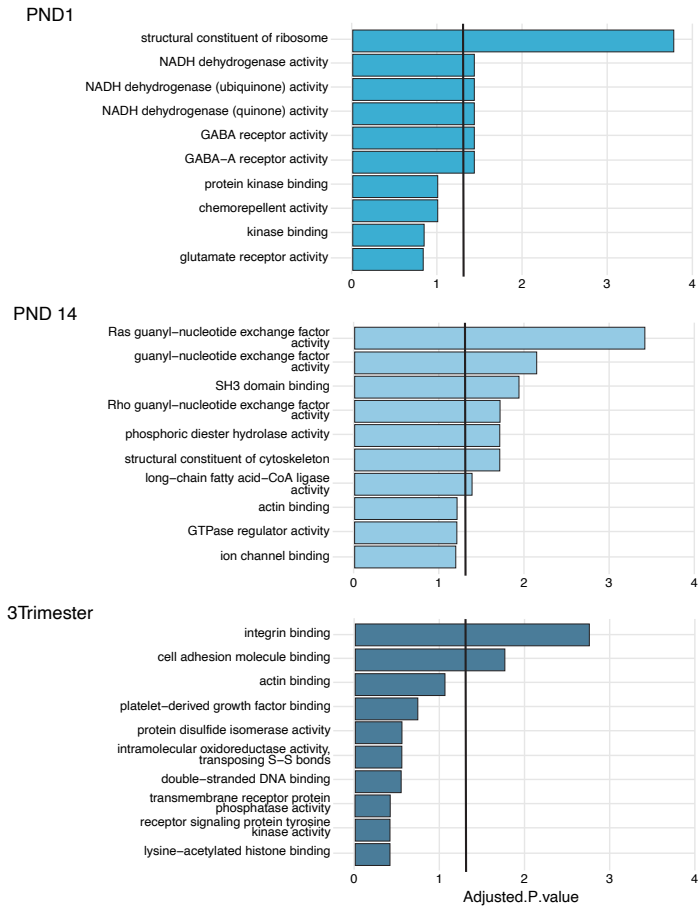

**Supplemental Figure 4. Gene Ontology (A)** Top 10 Gene Ontology Molecular Processes for males (blue) and female (orange) DEG datasets, showing adjPvalue on X axes, cutoff = 1.2.

## GO Cellular

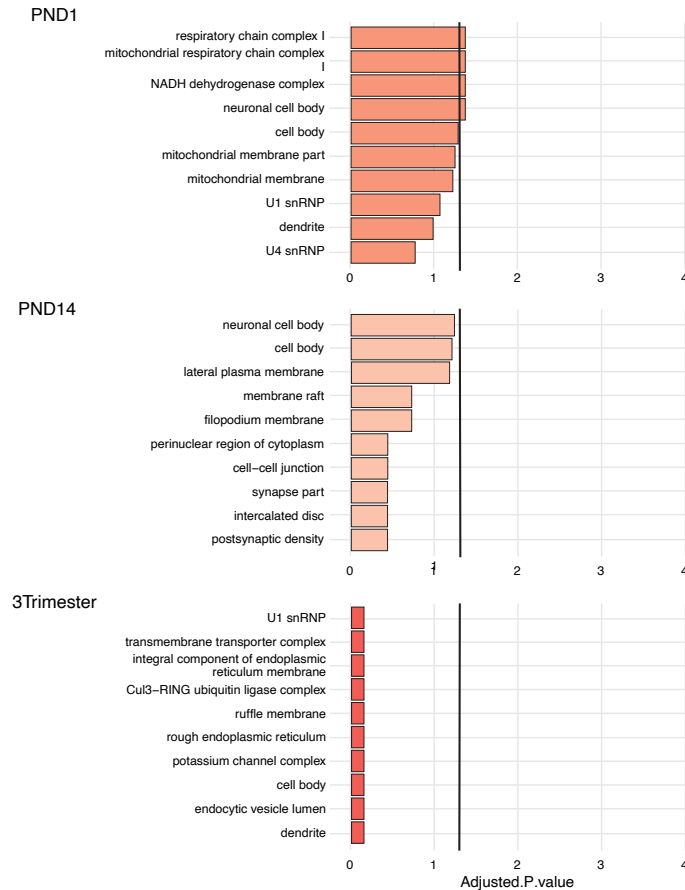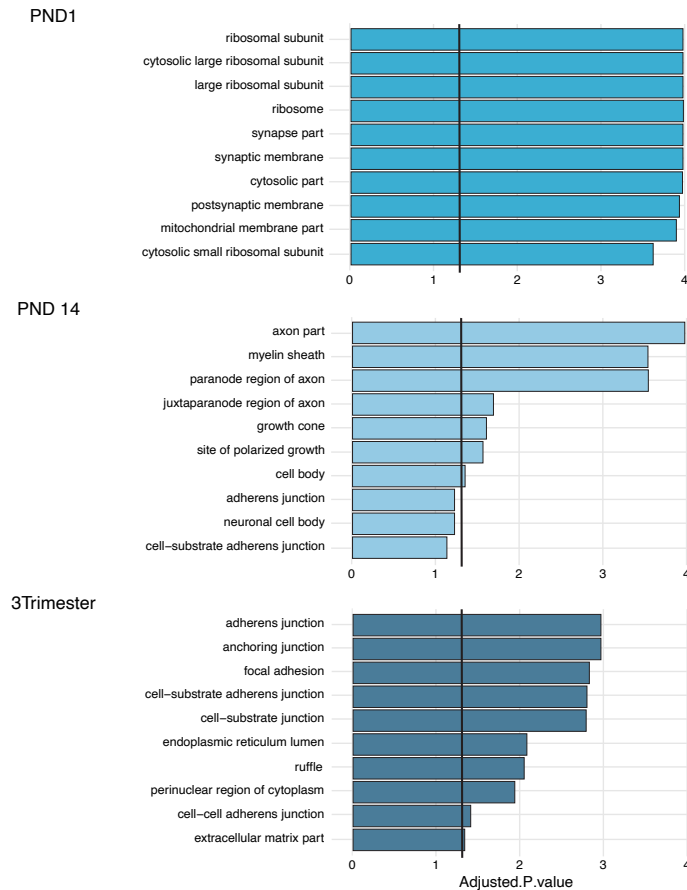

**Supplemental Figure 5. Gene Ontology(B)** Top 10 Gene Ontology Cellular Components for males (blue) and female (orange) DEG datasets from all three treatment protocols, showing adjPvalue on X axes, cutoff = 1.2.

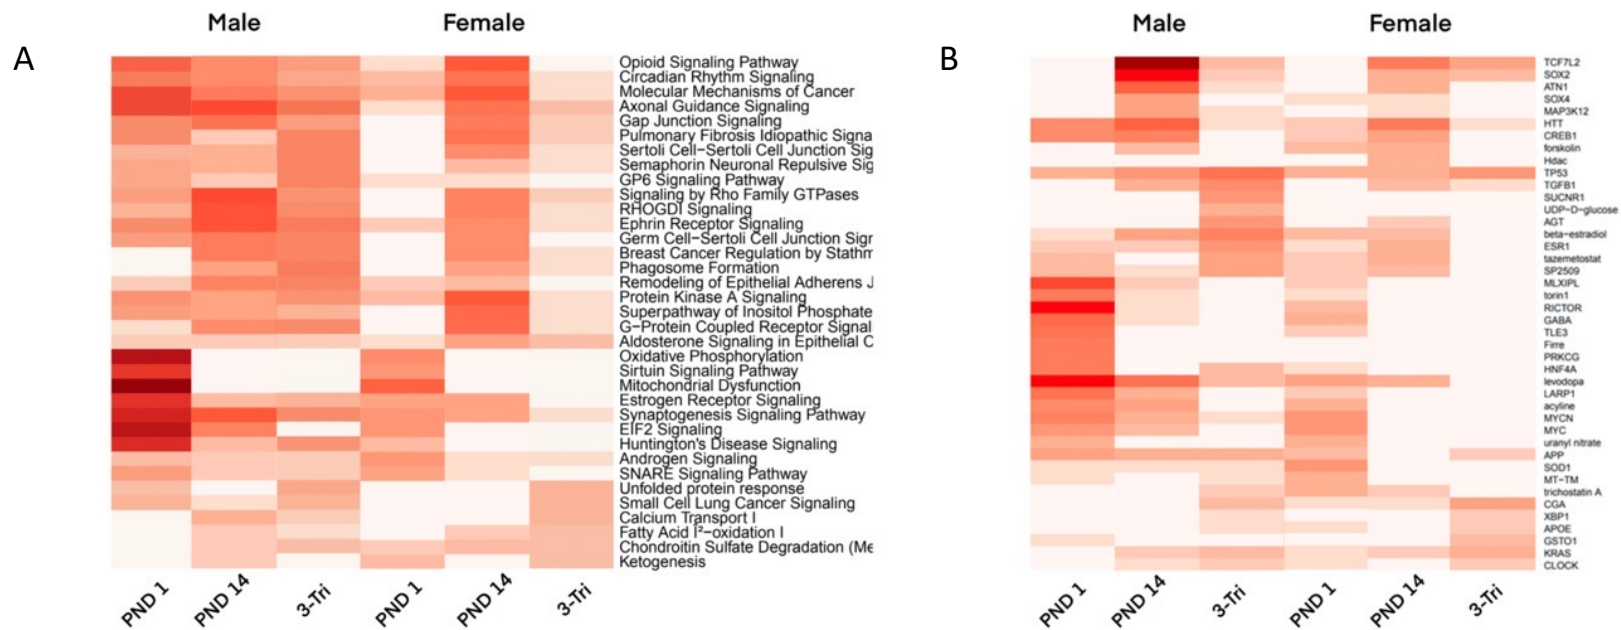

**Supplemental Figure 6 Pathway Analysis (A)** Top IPA canonical pathways across exposure protocols and sex. Heatmap of adjusted P-values, with rows representing Canonical pathways, and the exposure protocol and sex-segregated models shown as columns. The negative log<sub>10</sub> of the adjusted P-values is shown in shades of red, with darker reds representing a smaller p-value. **(B)** Top IPA Upstream Regulators across exposure protocols and sex. Heatmap of adjusted P-values, with rows representing Canonical pathways, and the exposure protocol and sex-segregated models shown as columns. The negative log<sub>10</sub> of the adjusted P-values is shown in shades of red, with darker reds representing a smaller p-value.

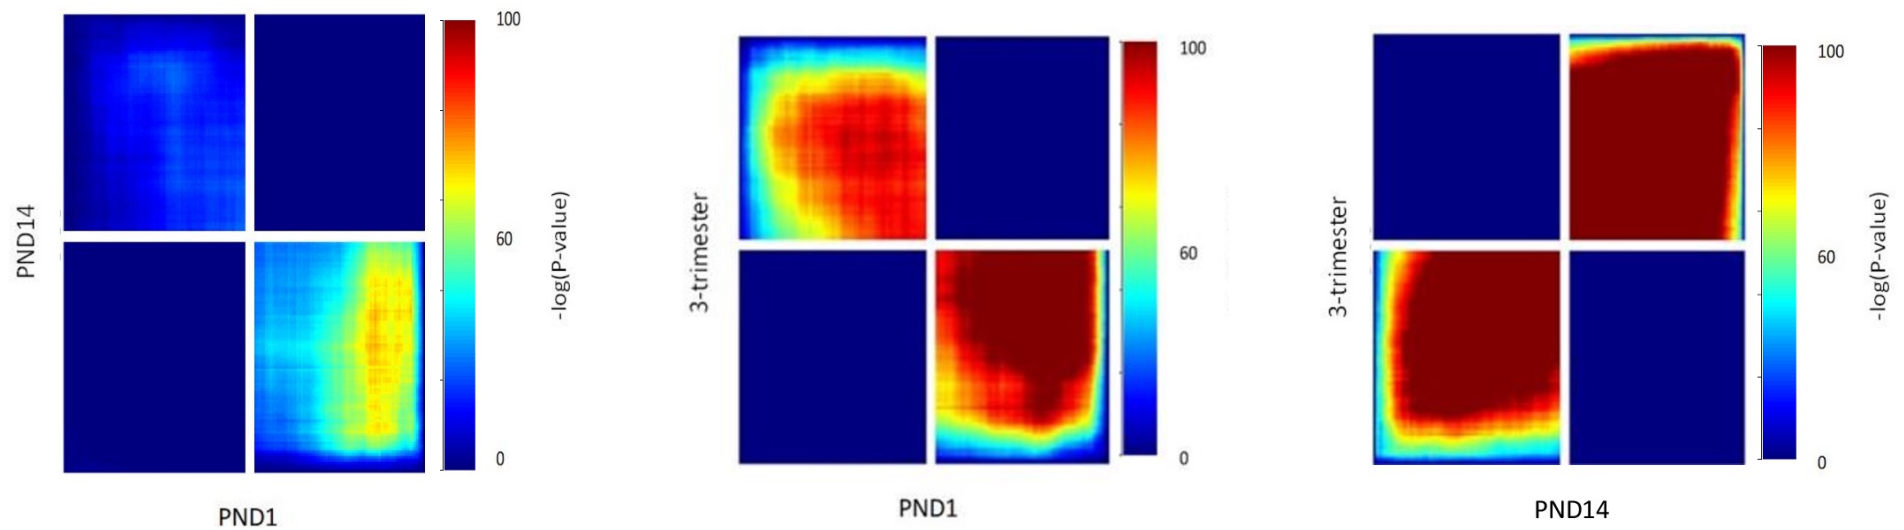

**Figure 7 : RRHO analysis of male datasets showing pair-wise comparisons of the three morphine exposure protocols** RRHO plot shows lack of concordance between PND1 and PND14, a moderate degree of discordance between PND1 and 3-trimester, and a high degree of concordance between PND14 and 3-trimester.

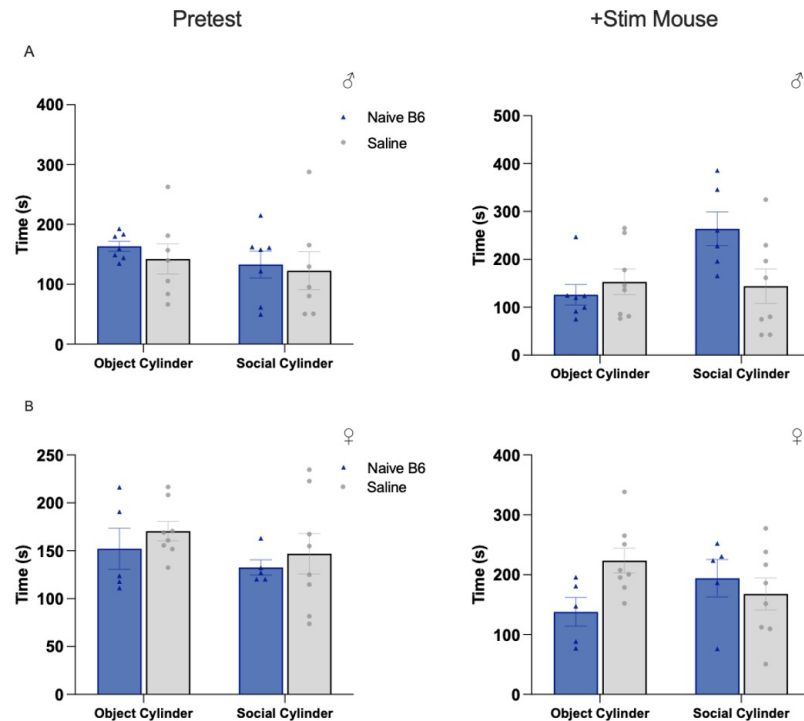

**Supplemental Figure 8. Effect of NOWS paradigm injections on social behaviors.** Saline mice from an additional cohort (not shown in Supp Figure 1) were tested alongside naïve C57B6 mice from the same colony for social behaviors. Time spent interacting with the object-paired and social-paired cylinder in 3-chamber social affiliation test during the pretest (empty cylinder phase) and with addition of a stimulus mouse, in a 3-chamber social affiliation test in males (A) and females (B). In both sexes there was a non-significant trend for the naïve mice to spend more time interacting with the social cylinder.

How the deposited data were processed for this re-analysis (not part of the article)

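RNA from the right brain hemisphere of 72 mouse pups was sequenced after morphine or saline before birth (PND1), after birth (PND14) or throughout (3-Tri). The submitters' design text names the cortex in place of the hemisphere. The paper describes paired-end reads trimmed with Trim Galore, aligned with HISAT2 2.2.1 to GRCm38 (mm10), cleared of duplicates with Picard and counted with featureCounts 2.0.1 on GENCODE M25. The submitters' processing notes add Trim Galore 0.6.6 and SAMtools. Strand settings of the kit and of the counting are not given in the sources used here, so genes that overlap another gene cannot be separated by strand.

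The count table deposited by the authors holds raw counts per gene and library, not normalized, with 0 rows that name no gene and 0 columns that could not be matched to a sample. The authors also deposited tables of their own DESeq2 comparisons. In these, the mean signal per gene is the mean of counts divided by size factors, as the authors computed it over the libraries of a window. The log2 fold changes were deposited by the authors as DESeq2 estimates, with their standard errors and the test statistic, each a score per gene. The p-values were deposited by the authors from DESeq2's Wald test, with Benjamini-Hochberg adjusted values after its own filter. The paper names R 4.1.1 with DESeq2 1.32.0, and the submitters' notes name R 4.2.1 with DESeq2 1.36.0. The paper called DEGs at an adjusted or an unadjusted p under 0.05 and used no limit on log2FC.

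From the counts, tests were computed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and plots with Python 3.11.15 and matplotlib 3.10.9. Genes entered a fit where edgeR's filterByExpr kept them at its minimum count of 10 and minimum total count of 15. Library sizes were scaled by TMM, and the 4 groups of a window, each a sex and drug label, were fitted together with the quasi-likelihood F test. Contrasts were morphine minus saline in each sex, the male minus female difference of these, and, in 1 fit of all 72 libraries, the differences between windows. Adjusted p-values are Benjamini-Hochberg over the genes tested, and a DEG had an adjusted p under 0.05. CPM values are TMM-normalized with their SD, and the SE of a log2FC is its size over the square root of the F statistic. Symbols came from the GENCODE M21 names, which matched 55141 of 55401 gene IDs, and 821 symbols differ in letters from the authors' tables. Coordinates are those of GENCODE M21 on mm10.

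Gene lists were tested with camera at a preset correlation of 0.01, adjusted over all 300 tests, and again with an estimated correlation. Genes were named by a rule: every gene the paper names, some of whose values had been seen in its tables and figures; in each comparison up to 10 rising and 10 falling protein-coding DEGs with the smallest p; up to 4 members of each list with the smallest p; and up to 5 genes with the smallest adjusted p for each difference between sexes or windows. The grouping, the main tests, the lists, this rule and the alternatives of the next paragraph were fixed before the data were examined.

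The alternatives were DESeq2's size factors in edgeR, no filter on low counts, DESeq2 itself, a correction for GC content and gene length, only the 2 groups compared, the replicate number as a block, leaving out each PND1 library, leaving out each number that opens the PND14 and 3-Tri sample IDs, that number as a random effect in limma, counts summed over it, and subsets of 4 of the 6 male morphine libraries of PND1. The correction fitted, in each library, a lowess curve with a span of 0.3 to the deviation of log2 CPM from the gene's mean on GC content and on length in turn, over genes with a mean log2 CPM above 0 and a prior count of 2. GC content and length came from GENCODE M21 and were known for 99.8% of the genes in each trend. Chosen after seeing the data were the fits without the libraries the authors left out, the fits without the libraries whose sex genes went against the label, the sexes joined, the hindbrain marker covariate and the sex difference of the lists.

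The steps were tested on simulated counts with 200 changed genes among those of each comparison. In PND1 males 47.8% of genes changed 1.25-fold, 89.6% of those changed 1.5-fold and 100% of those changed 2-fold were found, among 21557 genes. In PND1 females it was 50.7%, 80.6% and 95.5% (21562 genes), in PND14 males 56.7%, 83.6% and 97.0% (19509 genes), and in PND14 females 46.3%, 77.6% and 97.0% (19538 genes). In 3-Tri males it was 53.7%, 76.1% and 97.0% (19617 genes) and in 3-Tri females 59.7%, 85.1% and 98.5% (19610 genes). A simulated GC trend in PND1 males gave 6952 false calls without the correction and 7 with it, among 21539 genes. No library matched another of its labelled group within counting noise: the lowest chi-square per gene between replicates was 1.65.

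Gene ontology terms, Ingenuity pathways, autism co-expression modules, qPCR and behavior were not analysed here. The copies of the paper's DEG tables used here hold only the first part of each sheet, and no overlap was computed from them. Litters and sequencing batches are not given in the sources used here. The replicate numbers did not pair the libraries, so the main fits have no block.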

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

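The tests chosen only after the result was seen were those without the libraries whose sex genes went against the label, all 4 tests on the 3-Tri tables, the hindbrain covariate and the counts with the sexes joined. The DESeq2 fit by label that the 3-Tri test of the tool uses had itself been planned.

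The 3124 DEGs of the libraries labelled PND1 males were matched by 1 of 100 splits of the pups, the real one. The highest of the others had 2401. Chance in the split of single pups can therefore be excluded. Drug was given per dam and litters are not known, so chance between litters cannot be excluded. Single libraries also moved the count: 1861 without male morphine replicate 9, 1998 without male morphine replicate 10 and 4944 without male morphine replicate 5. It was 2022 and 2018 without male saline replicates 10 and 11. Leaving out the 4 libraries whose sex genes went against the label gave 3841, 2606 of them among the 3124, which argues against those libraries as the source. A trend with GC content and gene length stays open: its correction left 1259, and the mean correlation of a library with GC content was -0.338 (SD 0.200) for male morphine against 0.0688 (SD 0.171) for male saline. Hindbrain tissue in the dissection also stays open: the mean log2 CPM of its markers was 1.4 (SD 1.44) against -0.39 (SD 1.54), and 1531 genes passed with that mean as a covariate, 1461 of them among the 3124. Neither can be told apart from an effect of prenatal morphine with these libraries, because both corrections ended many calls and left many, so part of the DEGs may come from either.

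No gene passed by label in 3-Tri, with edgeR or DESeq2, against 982 genes in males and 476 in females at an unadjusted p under 0.05, where the authors' deposited tables list 261 DEGs in males and 181 in females. The choice of tool is argued against, since DESeq2 by label called 0 in both sexes, and so is the library the authors left out, since DESeq2 without it called 0 as well. Sex labels exchanged within each drug are argued against as the whole cause, since such an exchange leaves the log2FC averaged over the sexes as it was, and across genes that average correlated with the authors' by 0.254 (0.98 at PND1 and 0.979 at PND14). Mislabelled libraries are a candidate explanation: 12 of 24 carried the sex genes of the other sex, while the authors' tables separate the sexes by *Xist*, and without the 12 edgeR called 0 (357 genes at an unadjusted p under 0.05 in males and 653 in females) and DESeq2 0 and 1, while a count of 0 is met by any split, 100 of 100 in males, in females and for the sex difference (8, 0 and 19 in the highest of the others), so the splits say nothing about chance here. The authors' means matched the counts of the same 23 libraries (26009 of 26009 genes). The 0.254 therefore argues against the same grouping by drug in their tables and in the labels. Which grouping is right, and what 3-Tri exposure does, stay open, as neither drug has a marker gene here. The counts of 0 by label cannot be read as no effect of morphine.

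Myelin genes were lower in PND14 males (median -0.40). The male DEGs of that window, 55, were matched by 1 of 100 splits, the real one, with 1 in the highest of the others. Chance in the split of single pups can therefore be excluded, but not chance between the ID numbers, each given to 1 drug. A GC and length trend is argued against, since the median was -0.41 after the correction. Less of the whole oligodendrocyte lineage in the tissue is argued against too. It needed a median of -0.20 in the 20 precursor markers, which had -0.0328. The SE of that median, 0.026, is over genes and does not measure the spread between pups. A difference between the numbers that open the sample IDs cannot be told apart from morphine, as each number was given to 1 drug: the largest gap between the pair of numbers of a drug was 0.148 of the gap between the drugs, and the splits that followed the numbers gave 0 and 1 DEGs. An effect of morphine on maturing oligodendrocytes may underlie the pattern, and a litter or cage effect carried by the numbers could as well.

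Responses to morphine differed between the windows by their own test. Between PND1 by label and PND14, 1403 genes differed in males (1 of 50 splits as large, the real one, highest other 27). Chance in the split of single pups can be excluded there, though not chance between litters or ID numbers. In females 1 gene differed (3 of 50, highest other 5), and chance cannot be excluded. Between PND1 and 3-Tri by label, 1193 differed in males (2 of 50 splits as large, a share under 0.05, though 1 of the others gave more, 1371), and 1 gene did without the libraries whose sex genes went against the label. In females 0 differed there by edgeR (1594 at an unadjusted p under 0.05, 3 from DESeq2). Between PND14 and 3-Tri by label, edgeR gave 0 in males and 0 in females (1197 and 1413 at an unadjusted p under 0.05; 7 and 0 from DESeq2). Any split meets these 3 counts of 0, 50 of 50 in each, so they say nothing about chance (highest others 4, 0 and 0).

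With the sexes joined, 4087 genes passed at PND1 (1 of 100 splits, highest other 209). At PND14, 386 passed (1 of 100, highest other 0). For both, chance in the split of single pups can be excluded, though not chance between litters or ID numbers. In 3-Tri joined, edgeR and DESeq2 gave 0 (966 genes at an unadjusted p under 0.05). The other counts of 0 from edgeR were those of PND1 females (2547 at an unadjusted p under 0.05, 116 from DESeq2) and PND14 females (2054 and 21), and of the sex difference at PND1 (1187 and 0) and PND14 (676 and 0). Splits cannot test these counts either, since 100 of 100 meet each (highest others 1 for 3-Tri joined, 9, 0, 48 and 0).

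Of 120 tests of single libraries against their group, 14 picked out a library far from the rest, where chance alone picks out about 6. The sex genes went against the label in 4 libraries of PND1. Male morphine replicate 5 had 370 CPM of *Xist* (others of its group 0.252 to 13.8) and 0.0437 CPM of *Ddx3y* (others 55.1 to 78.3). Female saline replicate 5 had 9.97 CPM of *Xist* (others 413 to 447) and 48.9 CPM of *Ddx3y* (others 0 to 1.80). Male saline replicate 10 had 426 CPM of *Xist* (others 0.161 to 10.5) and 1.35 CPM of *Ddx3y* (others 55.3 to 80.8). PND1 male morphine replicate 5 also had the highest mean of the ribosomal protein list, 7.33 log2 CPM (others 6.90 to 7.04). PND1 female morphine replicate 2 had a total count of 20788270 (others 22640829 to 22745042). PND14 male morphine replicate 8 had 3.21 log2 CPM for the hindbrain and spinal cord list (others -0.92 to 0.59), of which 1 gene, *Slc6a5*, was expressed highly enough in that window. PND14 female saline replicate 6 had 2.66% of its counts in mitochondrially encoded genes (others 1.72 to 1.90%). In 3-Tri, male saline replicate 1 had a total count of 3113919 (others 13881891 to 19289734), 21434 genes detected (others 27148 to 28200) and 2.39% mitochondrial counts (others 1.70 to 1.87%), and female saline replicate 11 had a total count of 10923548 (others 15109554 to 17582839).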

How the results depend on the processing

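Chosen only after the results were seen were the fits without the library the authors left out, those without the libraries whose sex genes went against the label, and the counts with the sexes joined. Of the single genes named, no log2FC changed sign with a call under any setting run: 2695 values stayed on their side of the threshold, 153 no longer passed and 16 newly passed. Of the list tests, 1426 kept direction and call, 119 lost the call, 49 gained it and 6 turned. DESeq2's size factors in edgeR moved no count of genes by more than 1.5 times. The causes of the changes were not tested. With 3113919 counts, 3-Tri male saline replicate 1 limits what can be seen for low genes there.

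For the libraries labelled PND1 males (3124 DEGs), the count was 1259 with the GC and length correction, 1225 with it and without the libraries against their label, 2066 with only the 2 groups compared, and a median of 1782 over 15 subsets of 4 of the 6 morphine males (705 to 4529). Leaving out 1 pup gave 1861 (without male morphine replicate 9) to 4944 (without male morphine replicate 5), with 1998 without male morphine replicate 10 and 2022 and 2018 without male saline replicates 10 and 11. For PND1 females by label (0 by edgeR, 2547 at an unadjusted p under 0.05), no filter on low counts gave 1, DESeq2 116, DESeq2 without the libraries against their label 6, and leaving out 1 pup 0 to 8 (8 without female saline replicate 7). The sex difference at PND1 stayed at 0 on leaving out each pup (1187 at an unadjusted p under 0.05, 0 from DESeq2). With the sexes joined, the correction gave 2408 at PND1 (4087 otherwise), and at PND14 (386) no filter gave 195 and DESeq2 739.

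For PND14 males (55), DESeq2 gave 196 and 223 without the library the authors left out, the correction 84 and 109 likewise, only the 2 groups compared 124, the ID number as a random effect 101, and sums per ID number 24. Without the ID number 4423 it was 7, without 4424 0 and without 4425 0. For PND14 females (0 by edgeR, 2054 at an unadjusted p under 0.05), DESeq2 gave 21, and the fits without the ID numbers 4422, 4423 and 4424 gave 4, 17 and 1. For 3-Tri by label, 1 gene passed in males and 1 in females without the ID number 4431, and 1 in females by DESeq2 without the libraries against their label.

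Replicate numbers did not pair the pups: same-numbered pups had correlations of their deviations of -0.0713 to 0.198 in PND1 males, -0.25 to 0.0929 in PND1 females, -0.126 to 0.111 and -0.234 to 0.104 at PND14, and -0.0589 to 0.31 and -0.0924 to 0.29 in 3-Tri, males first. Not every pup correlated best with its own number in any group. The replicate block gave 6 DEGs in PND1 females, 1 gene for the sex difference at PND1 and 31 DEGs in PND14 males. The replicate block with the GC and length correction gave 245 in PND1 males, 3 in PND1 females and 1 for the sex difference. Only 3 replicate numbers of PND1 males hold both drugs, so calls lost or gained there with the block decide nothing.

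Between PND1 and PND14, 831 genes differed in males without the filter and 738 with the correction (1403 otherwise). In females (1), no filter gave 0, DESeq2 477, the correction 6, the fit without the left-out libraries 0 and that without the libraries against their label 0. Between PND1 and 3-Tri, males had 646 without the filter, 449 with the correction and 1 without the libraries against their label (1193 otherwise), and females 3 by DESeq2. Between PND14 and 3-Tri, males had 7 by DESeq2 and 2 with the correction.

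Shared DEGs of the males of PND1 and PND14 numbered 39 at an adjusted p under 0.1 and 49 by DESeq2 (14 otherwise). At an unadjusted p under 0.05 the males of those windows shared 635 genes and the females 262, PND1 and 3-Tri 322 and 51, PND14 and 3-Tri 104 and 46, and all 3 windows 33 and 5. The sexes then shared 1557 genes at PND1, 454 at PND14 and 23 in 3-Tri, and by DESeq2 102 at PND1 and 4 at PND14. Over genes with an unadjusted p under 0.05 in either sex, the correlation of the sexes was 0.648 at PND1, 0.46 at PND14 and 0.211 in 3-Tri.

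With an estimated correlation, 0 of the 78 list calls passed after adjustment. The lists that turned direction, with camera and its preset correlation, were splicing factors in PND1 males (p = 4.85e-05) and autism risk genes in PND14 males (p = 0.961) with the correction, the hindbrain list in PND1 females with the replicate block (p = 1.61e-10), and, without the libraries against their label, the myelin (p = 0.000612) and cerebellum (p = 8.14e-05) lists in 3-Tri males and the interferon list in 3-Tri females (p = 0.78).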

Differences from the paper's values

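Apart from the fits named as chosen after seeing the values, every setting in this part was chosen before the data were examined, and the counts use the paper's threshold of an adjusted p under 0.05.

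For PND1 females by label, about 61 DEGs stand in Figure 2D, read by eye, against 0 here by edgeR (2547 at an unadjusted p under 0.05). No planned setting came within 1.5 times: DESeq2 gave 116, leaving out female saline replicate 7 gave 8, the replicate block 6, the block with the GC and length correction 3 and no filter on low counts 1, and the others gave 0. The log2 of *Xist*, female minus male, is 4.51 with morphine and 7.12 with saline in the authors' deposited tables. By label it was 2.47 and 2.57. The female log2FC of morphine in those tables and by label had r = 0.82. The counts may therefore not compare the same libraries.

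For PND14 males, about 210 stand in Figure 2D, read by eye, against 55 here over all libraries. Planned DESeq2 gave 196, within 1.5 times of the paper's value. The planned settings that did not were the fits with only the 2 groups compared (124), the ID number as a random effect (101), the GC and length correction (84), DESeq2's size factors in edgeR (57), no filter on low counts (53), the replicate block with the correction (52), the replicate block (31), sums per ID number (24) and the fits without 1 ID number (0 to 54). Without the library the authors left out, DESeq2 gave 223, a fit chosen after seeing the values, which held 200 of the 202 DEGs in the authors' deposited table.

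For 3-Tri by label, about 260 in males and about 180 in females stand in Figure 2D, read by eye, against 0 in each here by edgeR and DESeq2 (982 and 476 at an unadjusted p under 0.05). No planned setting reached either: 1 gene passed in each sex without the ID number 4431, and the others gave 0. The groups compared are unlike. The log2 of *Xist*, female minus male, is 11.31 with morphine and 11.25 with saline in the authors' deposited tables. By label it was -0.88 and 0.86. The log2FC of morphine in those tables and by label had r = 0.24 in males and 0.38 in females.

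The paper gives 3 DEGs common to the males of all 3 windows (Figure 2B), against 0 here. An adjusted p under 0.1 and DESeq2 also gave 0, and an unadjusted p under 0.05, looser than the paper's threshold, gave 33, so no planned setting came within 1.5 times. Of *Cobl*, *Parm1* and *Ust*, all 3 passed in the libraries labelled PND1 males, *Ust* alone passed by edgeR in PND14 males, and none passed in the libraries labelled 3-Tri males under any setting run. In PND14 males *Cobl* passed by DESeq2 (adjPvalue = 0.0128), with only the 2 groups compared (0.0395) and with the ID number as a random effect (0.0429), and *Parm1* by DESeq2 (0.0199). Without the library the authors left out, a choice made after seeing the values, *Cobl* passed by DESeq2 (0.00896) and with the GC and length correction (0.042), and *Parm1* by DESeq2 (0.0165).

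For *Mbp* in PND14 males the paper's adjPvalue is 0.06, against 0.12 here from edgeR, with the paper's log2FC of -0.40 equal to the one here. Planned settings within 1.5 times were no filter on low counts (0.0612), DESeq2 (0.0649), the replicate block (0.0719) and the ID number as a random effect (0.0606). Those beyond it were DESeq2's size factors in edgeR (0.125), the GC and length correction (0.2), only the 2 groups compared (0.0963), the block with the correction (0.134), sums per ID number (0.099) and the fits without 1 ID number (0.0385 to 1). DESeq2 without the library the authors left out, chosen after seeing the values, also gave 0.0649.

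The paper counts more DEGs in males than in females after each exposure. Here this held at PND1 by label and at PND14, and in 3-Tri by label both counts were 0. The order at PND14 turned without the ID number 4423 (7 in males and 17 in females) and without 4424 (0 and 1). No gene passed the main test of the difference between the sexes in any window. The paper also describes discordance between the males of PND1 and 3-Tri and concordance between those of PND14 and 3-Tri. By label, the correlations across genes had those signs, -0.0868 and 0.0937, and neither passed the regroupings of the pups (p = 0.36 and 0.24).

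Of the 6 genes the paper lists as DEGs shared with other publications, *Slc6a6* passed by edgeR here, in the libraries labelled PND1 males. *Fnbp1l* passed there without male morphine replicate 5 (adjPvalue = 0.0323) and with DESeq2 without the libraries whose sex genes went against the label (0.0424), a fit chosen after seeing the values, and *Scn2b* passed in PND14 males without the ID number 4422 (0.0187). *Hspa5*, *Mmp17* and *Serpinh1* passed in no comparison under any setting run.

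The paper reports higher *Gad2*, which encodes a GABA-synthesizing enzyme, by qPCR in PND1 males (Figure 6A). In the libraries labelled PND1 males its log2FC was 0.18, with an adjPvalue of 0.0731 from edgeR. It passed with the replicate block (0.0223) and without male saline replicate 14 (0.0052). The block cannot decide the call, as only 3 replicate numbers of PND1 males hold both drugs.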

Other observations

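The male minus female differences of the lists were chosen after the results of each sex were seen, and so were the list tests without the libraries whose sex genes went against the label and the tests of the shared saline libraries.

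Cerebellar markers were higher with morphine in PND14 females, 17 of 17, with a median log2FC of 0.54 over the authors' libraries and 0.49 over all (camera, adjusted p = 3.53e-11 and 4.59e-10; adjusted p = 0.905 with an estimated correlation). None passed over all genes by edgeR and 11 did when adjusted over the list alone. Between the sexes, male minus female, the difference was -0.44 (adjusted p = 9.65e-10; adjusted p = 0.649 with an estimated correlation). Mean log2 CPM of the list was 3.25 (SD 0.626, n = 6) with morphine and 2.60 (SD 0.297, n = 6) with saline in these females. *Slc6a5*, the 1 of 23 hindbrain and spinal cord markers that could be tested there, had a log2FC of 1.81 over the authors' libraries and 1.85 over all and did not pass (adjPvalue = 0.522 and 0.41 from edgeR), with a mean log2 CPM of 1.92 (SD 0.849, n = 6) with morphine and -0.03 (SD 1.31, n = 6) with saline. Nuclear noncoding RNAs were higher there as well, 11 of 11, with a median of 0.22 (adjusted p = 0.000759; unadjusted p = 0.0626 with an estimated correlation), and ribosomal protein genes, 81 of 81, with a median of 0.10 (4.4e-11; unadjusted p = 0.216). In PND14 males, genes of cell division were higher, 30 of 34 above 0 with a median of 0.15 (adjusted p = 7.14e-05; unadjusted p = 0.105 with an estimated correlation), and markers of choroid plexus were lower (median -0.21, adjusted p = 0.00292; unadjusted p = 0.123).

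Immediate early genes, induced by neuronal activity, were lower with morphine in the libraries labelled 3-Tri females, 28 of 29, with a median of -0.20 (adjusted p = 2.29e-16 over the authors' libraries and 2.27e-15 over all; adjusted p = 0.905 with an estimated correlation). *Arc*, a synaptic plasticity gene, had a log2FC of -0.50 and *Sik1*, a kinase induced by CREB, -0.26, neither passing over all genes. Males minus females differed by 0.14 (adjusted p = 0.000341; unadjusted p = 0.167 with an estimated correlation). Without the libraries whose sex genes went against the label, 4 of the 6 morphine males were left out, and the drug of those kept cannot be checked. In that fit the same list passed in the libraries labelled 3-Tri males (adjusted p = 8.56e-16), and not over all. There excitatory neuron markers (median -0.12, 3.5e-06; adjusted p = 0.905 with an estimated correlation) and postsynaptic density genes (-0.08, 1.56e-07; adjusted p = 0.905) were lower over all libraries, with medians of -0.04 and -0.05 over the authors' libraries (0.000828 and 5.1e-06). Neuropeptide genes were higher in the libraries labelled PND1 males, 5 of 26 with 1 lower and a median of 0.19 (0.00234; unadjusted p = 0.127 with an estimated correlation), led by *Adcyap1*, which encodes the peptide PACAP, at 0.38 (SE 0.0633, adjPvalue = 0.000591 from edgeR). That list did not pass without the libraries whose sex genes went against the label (adjusted p = 0.097).

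A hypothesis tested here is that morphine left the PND14 transcriptome younger. Across genes, the log2FC of morphine was set against the log2 ratio of PND1 to PND14 saline libraries. The Spearman correlation was 0.325 in males, which 2 of 100 groupings of the pups reached, the real one included, with 0.410 in the highest of the others. It was 0.287 in females, which 6 of 100 reached, with 0.322 in the highest of the others. Saline pups of PND14 enter both quantities, which raises the correlation: 20 simulated groups with no effect on the same saline means gave 0.0128 to 0.046 in males and 0.0248 to 0.0453 in females. With the PND14 saline pups of the other sex in the age difference, so that no library was shared, it was 0.297 in males (3 of 100 groupings, highest other 0.397) and 0.268 in females (6 of 100, highest other 0.314). The age difference itself was kept fixed over the groupings. The values of males may reflect a delay, and those of females lay within the regroupings. The correlations were 0.346 and 0.310 after the GC and length correction, 0.324 and 0.322 without the library the authors left out, and 0.321 and 0.284 without the myelin list, and genes are not independent replicates. Each ID number was given to 1 drug in this window, so a delay tied to the ID numbers stays open.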
